# Aire Disruption Influences the Medullary Thymic Epithelial Cell Transcriptome and Interaction With Thymocytes

**DOI:** 10.3389/fimmu.2018.00964

**Published:** 2018-05-07

**Authors:** Cesar A. Speck-Hernandez, Amanda F. Assis, Rafaela F. Felicio, Larissa Cotrim-Sousa, Nicole Pezzi, Gabriel S. Lopes, Karina F. Bombonato-Prado, Silvana Giuliatti, Geraldo A. Passos

**Keywords:** *Aire* gene, cell adhesion, transcriptome, medullary thymic epithelial cells, immune tolerance

## Abstract

The function of medullary thymic epithelial cells (mTECs) is associated with thymocyte adhesion, which is crucial for the negative selection of autoreactive thymocytes in the thymus. This process represents the root of central tolerance of self-components and prevents the onset of autoimmune diseases. Since thymic epithelia correspond to an important target of donor T cells during the onset of chronic graft-vs-host-disease, mTEC-thymocyte adhesion may have implications for alloimmunity. The *Aire* and *Fezf2* genes function as transcriptome controllers in mTECs. The central question of this study is whether there is a mutual relationship between mTEC-thymocyte adhesion and the control of the mTEC transcriptome and whether Aire is involved in this process. Here, we show that *in vitro* mTEC-thymocyte adhesion causes transcriptome changes in mTECs and upregulates the transcriptional expression of *Aire* and *Fezf2*, as well as cell adhesion-related genes such as *Cd80* or *Tcf7*, among others. Crispr-Cas9-mediated *Aire* gene disruption demonstrated that this gene plays a role in the process of mTEC-thymocyte adhesion. Consistent with the nuclear localization signal (NLS) encoded by *Aire* exon 3, which was targeted, we demonstrate that *Aire* KO^−/−^ mTECs impair AIRE protein localization in the nucleus. Consequently, the loss of function of *Aire* reduced the ability of these cells to adhere to thymocytes. Their transcriptomes differed from their wild-type *Aire*^+/+^ counterparts, even during thymocyte adhesion. A set of mRNA isoforms that encode proteins involved in cell adhesion were also modulated during this process. This demonstrates that both thymocyte interactions and *Aire* influence transcriptome profiling of mTEC cells.

## Introduction

Thymic crosstalk is an active process that involves both cell migration and cell–cell adhesion, during which thymocytes interact with thymic epithelial cells (TECs) and receive signals to proceed with their differentiation (1–3). Because the T cell receptor (TCR) is expressed on the surface of early thymocytes that are located in the thymic cortex and successfully express the TCRβ chain, these cells pass the β-selection checkpoint and then rearrange and express the TCRα chain. Subsequently, double-positive (CD4^+^CD8^+^) cells, which receive weak TCR signals, receive survival signals and undergo positive selection (PS), subsequently becoming single-positive (SP CD4^+^ or CD8^+^) cells. Cortical TECs (cTECs) are in control of the PS of thymocytes (4). The SP cells then migrate to the thymic medulla, and clones expressing self-reactive TCRα/β are eliminated by apoptosis through negative selection (NS), which is closely associated with medullary TECs (mTECs) (4–7). This process involves a specific thymic microenvironment that supports the different stages of T cell development (8). This sequence of events can be traced by using molecular markers, such as for the timing of gene recombination and expression of TCRα/β.

The interaction between TECs and thymocytes, in addition to causing the development and selection of T cells, provides distinct sets of signals that modulate transcriptional gene expression in the different regions of the thymic stroma through which the thymocytes migrate (9). In this context, it is quite appropriate to consider that mTECs represent a unique cell type, as they express an enormous variety of genes and mobilize most of their functional genome (10, 11). The significance of this wide-ranging gene expression is immunological, i.e., it results in self-representation in the thymus though promiscuous gene expression (PGE) (7, 12–15).

The autoimmune regulator (*Aire*) gene is one of the controllers of PGE in mTECs, modulating the so-called *Aire*-dependent genes. Most of these are genes that encode the self-peripheral tissue antigens (PTAs) and are regulated through a mechanism that releases stalled RNA Pol II in the chromatin (16). As RNA Pol II is nonspecific regarding its target mRNAs, this could explain the wide range of mRNAs that *Aire* controls. Moreover, it has been shown that the number of mRNA isoforms that is expressed in mTEC cells is higher than in other cell types and that *Aire* exerts control in the splicing diversity in these cells (17). The implication of these findings concerns the exposure of developing thymocytes to an increased diversity of PTA splice isoforms and diversity of HLA (MHC)-mediated PTA presentation, enforcing NS against self-antigens in the thymus (17–19). Recently, we showed that in addition to PTAs, *Aire* controls the expression of mRNAs that encode cell adhesion proteins in mTEC cells and, consequently, their thymocyte adhesion (20).

A second PGE controller has been identified in mTEC cells, Forebrain embryonic zinc-finger 2 (*Fezf2*), whose encoded protein acts directly on chromatin to modulate the expression of a set of *Aire*-independent genes (21, 22). The sum total of the *Aire*-dependent and the *Aire*-independent genes that are expressed by mTECs is approximately 15,000 genes, representing approximately 62% of the murine functional genome (19). This shows that mTECs are an unusual cell type due to the range of their transcriptome modulation while still maintaining their morpho-functional characteristics. The mTECs are usually identified by flow cytometry and characterized as CD45^−^EpCAM^+^ (epithelial cell adhesion molecule) Ly51^−^, in addition to expressing the cell surface markers MHC II and CD80 (4, 23).

The results obtained with reaggregation thymus organ culture, which is consistent with thymic embryogenesis, show that MHC^−^CD80^−^AIRE^−^ immature mTECs precede MHC^+^CD80^+^AIRE^+^ mature mTEC development (23–25). This indicates that immature cells proceed to mature mTECs though an intermediate stage of *Aire*^−^ cells that begin to express MHC II and CD80, a process that is dependent on RANK-mediated signals from CD4^+^3^−^RANKL^+^ lymphoid cells (4, 23, 26). AIRE^+^ mTECs are short-lived cells; they are post-mitotic and represent the last stage of mTEC differentiation (4, 23, 26). *Aire* ultimately induces apoptosis in mature mTECs, contributing to the diffusion of PTAs within the medullary thymic compartment (23, 26).

Accordingly, mTECs represent an unusual cell type because they express most of their functional genome in the late phase of their differentiation without losing their morpho-functional characteristics (7).

However, it currently remains unclear whether the physical contact with thymocytes influences the broad transcriptional gene expression modulation in mTECs and what the specific participation of *Aire* is in this process.

## Materials and Methods

### Mice and Separation of Thymocytes

We used 4- to 5-week-old female C57BL/6 mice weighing 18–22 g for the surgical removal of the thymus and further thymocyte preparation, which were isolated according to a previously described protocol and whose procedure yielded a thymocyte population with a purity of ≥93% as determined by flow cytometry with a phycoerythrin-labeled anti-CD3 antibody (20, 27, 28). These cells were used for further cell adhesion assays. All experimental procedures followed ethical guidelines under strict guidance and approval from the University of São Paulo Ethics Committee for Animal Experimental Research (Approval # 006/2016-1).

### mTEC Line

We used the *Aire* wild-type (WT) mTEC line (EpCAM^+^, Ly51^−^, UEA-1^+^) mTEC 3.10 cells as previously described (20, 29, 30).

### mTEC-Thymocyte Cell Adhesion Assay

The WT mTEC 3.10 cell line as well as the mutant mTEC 3.10E6 was used in an mTEC-thymocyte adhesion protocol as previously established (31–35) with several modifications introduced by our group (20). Experiments were performed at least six times (six co-cultures with WT mTEC 3.10 cells and six co-cultures with mutant mTEC 3.10E6) with similar results. Then the adhesion index (AI) was calculated as follows: AI = number of adhered thymocytes/number of mTEC cells. Statistical analysis was performed by two-sided Mann–Whitney test with 95% interval.

### Crispr-Cas9-Mediated Aire Indels

#### Crispr-Cas9 Vector, gRNA, and Electrotransfection of mTEC Cells

An all-in-one Crispr-Cas9 vector encompassing gRNA-Cas9-green fluorescent protein (GFP) was designed and purchased from Sigma Aldrich (St. Louis, MO, USA). This vector encodes a specific gRNA, whose complementary sequence is CCCCTTGCTGGTCCCAAGGCCG that targets the *Aire* exon 3 on *Mus musculus* chromosomal location GRCm38:10:78030995–78031017, the Cas9 enzyme, and GFP. 

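The target sequence CCCCTTGCTGGTCCCAAGGCCG was matched to the GENCODE vM21 transcripts of *Aire* on GRCm38. *Aire* lies on the minus strand of chromosome 10 from 78030022 to 78043610. The sequence occurred once in each of the 11 protein-coding *Aire* transcripts, always within exon 3, at positions 78042616 to 78042637 of chromosome 10. In transcript Aire-204, whose coding sequence has 1656 bases, these positions are coding bases 346 to 367. Exon 3 of this transcript spans 156 bases from 78042517 to 78042672. The 30 transcript bases before the match read GACCTAAACCAGTCCCGGAAAGGGAGAAAG. The 30 bases after it read CGGTACTGCCACCCAGACCCCCCACCAAGA and begin with CGG, the bases that the paper gives for the PAM motif. The paper, however, places this motif upstream of the region that it numbers from nt 346, and the bases before the match do not end in CGG. The mutations that the paper reports begin at coding base 351 in allele 1 and 352 in allele 2. Both lie nearer to the first base of the match than to its last, so the CGG after the match cannot be taken as the PAM that was used.

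**Figure D1:**
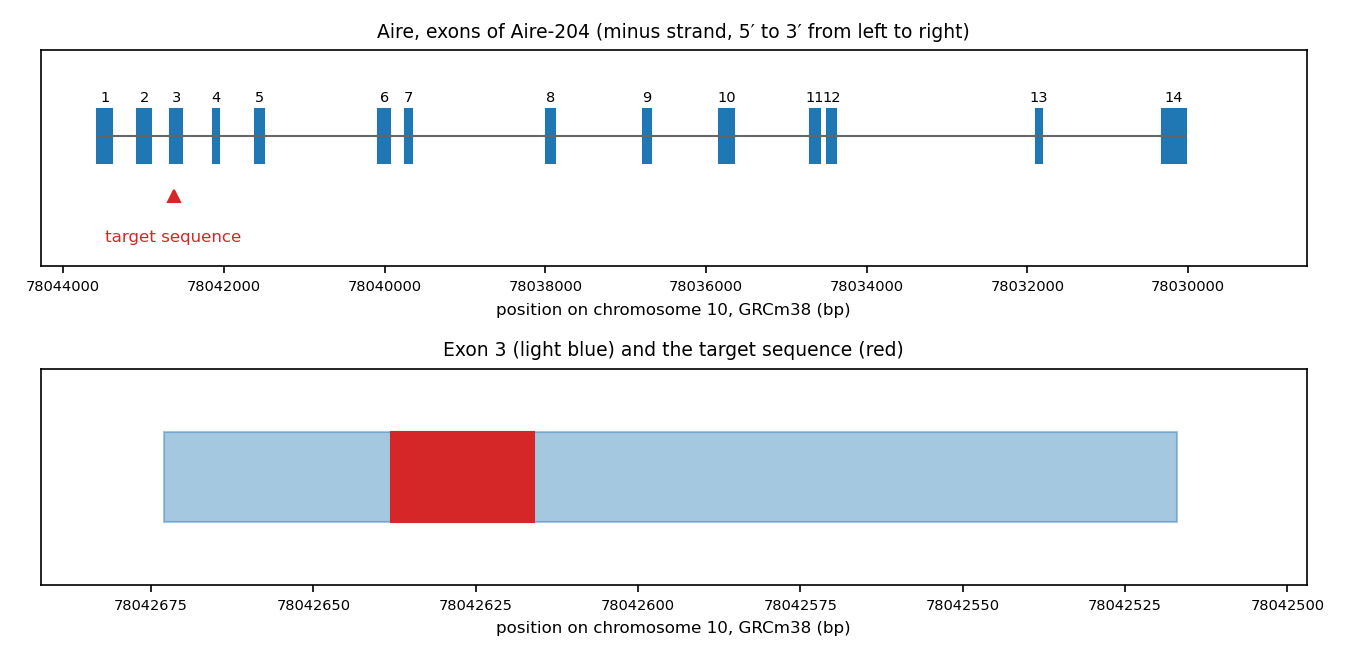
The upper map shows the 14 exons of transcript Aire-204 by position on chromosome 10 of GRCm38 in bp, with a triangle at the target sequence, and the lower map enlarges exon 3. The target sequence lies in exon 3, from 78042616 to 78042637.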

The gRNA targeted the CGG PAM motif located immediately upstream of the region within the *Aire* exon 3 that transcribes mRNA nt 346–348 and amino acid residues 113–124 of the AIRE protein. The vector could, in principle, interact with potential off-target gene sequences. Considering the calculated risk for these sequences, which derives from the algorithm proposed by Hsu et al. (36), the gRNA used in this work presents a low off-target probability (Hsu score = 0.7).

Approximately 5 × 10^5^ WT mTEC 3.10 cells were suspended in 82 µl Amaxa Basic Nucleofector™ reagent for primary mammalian epithelial cells (Lonza, Basel, Switzerland) plus 18 µl Lonza supplement containing 5 µg Crispr-Cas9 vector. This cell suspension was placed in an electroporation cuvette and subjected to a single continuous current electric pulse of 200 V during 30 ms in a BTX Square Electroporator (Holliston, MA, USA). Electrotransfected cells were seeded in a well of a six-well Costar^®^ culture plate (Corning) containing 3 ml RPMI medium supplemented with 10% inactivated fetal bovine serum (FBS) plus antibiotics and cultured for 24 h in a 37°C incubator with a 5% CO_2_ atmosphere and then trypsinized as mentioned above. Wild-type mTEC 3.10 cells electroporated only in the presence of the Nucleofector^®^ reagent plus Lonza supplement were cultured as above and were considered control cells.

The GFP^+^ cells were separated though a FACS Aria III flow cytometer (Becton Dickinson, Franklin Lakes, NJ, USA). Individual cells were automatically and consecutively placed in separate wells of a polystyrene flat-bottomed 96-well plate (Corning) containing 100 µl RPMI medium supplemented with 10% FBS plus antibiotics and cultured. Data were analyzed *via* Beckman Coulter Kaluza software.^1^ Cell proliferation was observed though a conventional inverted microscope during a period of approximately 3 weeks, exchanging fresh culture medium every other day.

The surviving clones from the complete process, i.e., electroporation, sorting, and single cell culture were numbered, cultured until confluence and transferred to 24-well plate, then to 6-well plate, and finally to 25 cm^2^ culture bottles. Confluent cells were removed from culture bottles by trypsin treatment, processed by a conventional cryopreservation protocol that includes dimethyl sulfoxide, and stocked in liquid N_2_ for further analysis.

#### Identification and Characterization of Aire Exon 3 Mutant Clones

The genomic DNA (200 µg) from individual GFP^+^ mTEC clones was used in conventional PCR for the amplification of a 415 bp genomic DNA fragment encompassing the *Aire* exon 3 (Ensembl acc ENSMUSG00000000731), whose primer (forward F or reverse R) sequences were: F = 5′ CCAATGGGTAGCATCGG 3′ and R = 5′ CTCTTGAGTGTACCTGGGCTG 3′. The Primer3 web tool^2^ was used to select pairs of oligonucleotide primers with an optimal melting temperature of 60°C.

A 50 µl PCR mixture containing the input genomic DNA, PCR buffer, primers, dNTPs, and Taq enzyme (Gotaq G2 Flexi DNA Polymerase, Promega) was subjected to the following thermal cycling conditions: 30× (95°C 20 s, 54°C 30 s, 72°C 30 s), 1× (72°C 5 min). The PCR reactions were performed in triplicate for each GFP^+^ clone. Genomic DNA from untransfected mTEC 3.10 cells was used as a negative control.

The PCR products were purified using a QIAquick PCR Purification Kit (Qiagen, Hilden, Germany). For the identification of mutant clones, the respective PCR products were digested with T7 endonuclease (New England Biolabs, Ipswich, MA, USA) following the manufacturer’s instructions. The digestion fragments were resolved though microfluidic electrophoresis using Agilent DNA nanochips and an Agilent 2100 bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). As the T7 endonuclease cleaves mismatched double-stranded PCR products, the DNA of mutant clones were identified by the presence of two bands of approx. 200 bp cut PCR product, in contrast with WT DNA, which featured just one band of undigested DNA.

The PCR products of *Aire* mutant clones were processed by Sanger sequencing for further characterization of mutations. Sanger electropherograms were analyzed using the Crisp-ID program^3^ (37) for exact indel size and location in the Crispr-Cas9 *Aire* exon 3-targeted region.

FASTA sequences of a mutant clone selected for further analysis in this work, here termed mTEC 3.10E6, were deposited at GenBank^4^ under accession numbers (acc MG493266 for the *Aire* mutant allele 1 and acc MG493265 for the *Aire* mutant allele 2).

#### Translation of the DNA Sequences Into Protein Sequences

We initially used the Uniprot databank^5^ to recover the primary WT sequence of the AIRE protein under acc Q9Z0E3. Then, the FASTA DNA sequences of the mutant 3.10E6 (allele 1 and allele 2) were translated into proteins by using the Expasy Translate Tool.^6^

To predict the effect of mutations on the amino acid sequence of the encoded AIRE protein, we used the Provean tool,^7^ which is a software often used to characterize the functional effects of amino acid variations (substitutions or deletions) on proteins. AIRE primary protein sequences (WT and mutant) were aligned and compared by using the Clustal Omega program.^8^

### Total RNA Preparation

Total RNA of *Aire* WT (mTEC 3.10) or *Aire* mutant (mTEC 3.10E6) cells was prepared using the mirVana kit^®^ (Ambion, Austin, TX, USA) according to the manufacturer’s instructions. Evaluation of RNA integrity was performed by microfluidic electrophoresis using Agilent RNA 6000 nano chips and an Agilent 2100 bioanalyzer (Agilent Technologies Santa Clara, CA, USA) as previously described by our group (20). Only RNA samples that were free of proteins and phenol and had an RNA Integrity Number ≥9.0 were selected for cDNA synthesis using SuperScript reverse transcriptase enzyme according to the manufacturer’s instructions (Invitrogen Corporation, Carlsbad, CA, USA).

### Reverse Transcription Quantitative Real-Time PCR (RT-qPCR)

The confirmation of transcriptional expression of focused genes was assayed by RT-qPCR. The expression level of each target gene was normalized to the housekeeping gene *Hprt*, which is commonly used as a reference. The Primer3 web tool (see text footnote 2) was used to select pairs of oligonucleotide primers spanning an intron/exon junction with an optimal melting temperature of 60°C.

The respective sequences were retrieved from the NCBI GenBank database.^9^ The forward (F) and reverse (R) primer sequences (presented in the 5′–3′ orientation) were the same as those previously used in our group (20) as follows: *Aire* (acc NM_001271549.1) F = GAAGCTGTACCCACCTCTGG, R = ATTGAGGAGGGACTCCAGGT, *Fezf2* (acc NM_NM_080433.3NM) F = GAACGAGGGGGAGTCAAGAG, R = TCTAGCTCCGGTGTGGACAG, *CD80* (acc NM_009855.2) F = CCTGGGAAAAACCCCCAGAA, R = ACAACGATGACGACGACTGT, *Nfkbia* (acc NM_010907.2) F = AGGACGAGGAGTACGAGCAA, R = CGTGGATGATTGCCAAGTGC, and *Tcf7* (acc NM_001313981.1) F = CTGTCCCCTTCCTGCGGATA, R = GTCCAGGTACACCAGATCCC.

Gene expression was quantified using a StepOne Real-Time PCR System (Applied Biosystems, USA). The analyses were performed using the cycle threshold (*C*_t_) method, which allows for quantitative analysis of the expression of a factor using the formula 2^−ΔΔCt^, in which Δ*C*_t_ = *C*_t_ target gene − *C*_t_ of the housekeeping gene *Hprt*, and ΔΔ*C*_t_ = Δ*C*_t_ sample − Δ*C*_t_. Experiments were performed in six independent replicates and statistical analysis of the data was made through the Mann–Whitney two-sided test with 95% interval.

### Western Blotting of AIRE Protein

Western blotting analysis of AIRE protein levels was performed according to a conventional protocol, which was described in a previous work from our group (20), including electrotransfer of the SDS-PAGE of total proteins extracted from *Aire* WT (mTEC 3.10) or *Aire* mutant (mTEC 3.10E6) to a polyvinylidene fluoride membrane (BioRad, Hercules, CA, USA), incubation with anti-AIRE-1 primary antibody (C-2 mouse monoclonal IgG_1_ kappa light chain, Santa Cruz Biotechnology, Dallas, TX, USA) and developing for AIRE protein band visualization.

### Immunolocalization of AIRE Protein in mTECs

Immunolocalization of AIRE protein in *Aire* WT (mTEC 3.10) or *Aire* mutant (mTEC 3.10E6) cells was performed according to a conventional immunofluorescence protocol, which was described in previous work from our group (20) using a goat anti-mouse AIRE D17 IgG polyclonal primary antibody (Santa Cruz Biotechnology) and Novex™ mouse anti-goat IgG rhodamine red conjugate (Life Technologies Corp., Carlsbad, CA, USA) as a secondary antibody. To visualize the cytoplasmic region, actin filaments were labeled with AlexaFluor^®^ 488-conjugated phaloidin (Life Technologies) according to the manufacturer’s instructions. The nuclei were labeled with DAPI. In this study, cells were observed using an Apo Tome immunofluorescence microscope (Zeiss, Oberkochen, Germany). We counted 15 microscopic fields totalizing approximately 150 each cell type.

### Statistical Analysis of the Data

Quantitative results of RT-qPCR and adhesion assay (from independent experiments performed six times) were analyzed by Mann–Whitney test with 95% confidence intervals. The IBM SPSS Statistics program^10^ was used for calculations and graphing of results.

### Transcriptome Analysis Through RNA-Seq

We followed a as protocol previously described (38). Briefly, paired-end (2 × 100 bp) sequencing was performed using an Illumina HiSeq 2500 sequencer (Illumina, San Diego, CA, USA) using a TruSeq Stranded Total RNA Library Prep Kit (Illumina).

The quality of raw FASTQ sequences was first analyzed through a FASTQC program.^11^ Then, FASTQ sequences were mapped to the *Mus musculus* reference genome (mm10) using the STAR 2.5 Spliced Aligner program,^12^ which output a BAM file containing the sequences and their genomic references and a GTF file with gene annotations used for further determinations of the number of reads per transcript through the HTSeq Count program.^13^

For each RNA sample analyzed, we recovered a list of genes and their respective number of transcripts that served as input for determinations of the differentially expressed (DE) mRNAs through the DESEq2 package^14^ within the R platform.^15^ DESEq2 calculates the fold change (FC) for each mRNA considering a contrast matrix for a given experimental condition. In this study, we defined adhesion as a contrast variable and DE as those mRNAs with a *p* value <0.05 and false discovery rate (FDR Benjamini–Hochberg correction) and FC ≥1.5.

The DE mRNAs were hierarchically clustered, and a heat-map was constructed to evaluate the expression profiling. The Euclidean distance and the complete linkage method were used for clustering the samples and mRNAs using the R platform.

We used the RSEM software^16^ to estimate isoform abundance from the mapped reads as generated from the STAR 2.5 Spliced Aligner program as described above. The STAR output Aligned.to.Transcriptome.out.bam files were used as RSEM input to generate isoform counts for each RNA sample analyzed. Then, we compared isoform expression using the EbSeq package^17^ within the R platform. DE isoforms were determined by comparing each two conditions considering as significant an adjusted FDR *p* value < 0.05 and an FC ≥ 1.5. The RNA-sequencing data of this work are available on Gene Expression Omnibus^18^ under the accession number GSE91015.

### Functional Enrichment of DE mRNAs

The list of the DE mRNAs was analyzed in terms of functional enrichment through the Database for Annotation, Visualization, and Integrated Discovery (DAVID) annotation tool.^19^ This tool was used for the identification of the main biological processes and pathways represented by DE mRNAs. A functional category was considered significant if it had at least three mRNAs and a score of *p* < 0.005 with Benjamini–Hochberg correction.

## Results

### Sorting of GFP^+^ Crispr-Cas9-Transfected mTEC Cells and T7 Endonuclease Screening

The electroporation and nucleofection process with a vector simultaneously expressing GFP, Casp9, and a gRNA targeting *Aire* exon 3 allowed a satisfactory number of GFP^+^ cells to be isolated, in light of the fact that the main objective of this procedure was to obtain at least one mTEC mutant clone. Only mTEC cells transfected with the Crispr-Cas9 vector expressed GFP, which allowed their isolation by flow cytometry (Figure S1 in Supplementary Material). Of the 87 single cells deposited in a 96-well plate, we recovered nine clones for further evaluation of the occurrence of mutations in *Aire* exon 3. We then amplified a 415 bp PCR product that encompassed *Aire* exon 3, which was then digested with the enzyme T7 endonuclease. Of these nine clones, we were able to identify two that had their PCR DNA product digested, indicating the occurrence of mutations; one clone was named “3.10E6,” which was selected for this study (Figure S2 in Supplementary Material).

### Sanger Sequencing and Characterization of Crispr-Cas9-Induced Mutations

For this study, we selected clone 3.10E6 for further characterization through Sanger sequencing of the *Aire* exon 3-targeted region. Figure S3 in Supplementary Material shows the respective sequencing electropherograms of mTEC CT1 cells (control untransfected WT mTEC 3.10 cells), 3.10A6 (a Crispr-Cas9 vector-transfected GFP^+^ clone but whose PCR product of the *Aire* exon 3 was resistant to the T7 endonuclease), and 3.10E6 (a Crispr-Cas9 vector-transfected GFP^+^ clone whose PCR product of the *Aire* exon 3 was digested by the T7 endonuclease).

CRISP-ID program analysis of the Sanger electropherograms showed that no mutations were found in the WT mTEC 3.10 CT1 or clone 3.10A6, whereas clone 3.10E6 was characterized as a carrier of indel mutations affecting both *Aire* alleles [knockout (KO) compound heterozygosis]. This clone was subsequently selected for further analysis. In *Aire* allele 1, there were two types of mutations: T>G substitution (mRNA position 351) followed by a nine-bp deletion (GCTGGTCCC, mRNA positions 352–360) that transcribed a 1,647 nt *Aire* mRNA; in allele 2, there was a single G deletion at mRNA position 352 that transcribed a 1,655 nt *Aire* mRNA (Figure 1A).

**Figure 1:**
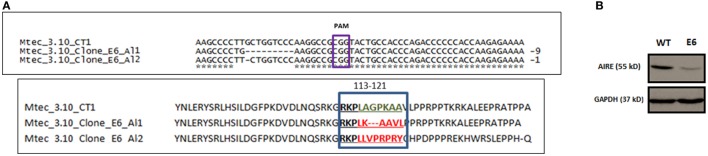
DNA sequence alignment of *Mus musculus Aire* exon 3 CRISPR-Cas9 target region nearing PAM CGG sequence for wild-type (WT) medullary thymic epithelial cell (mTEC) 3.10 and mTEC 3.10E6 for the characterization of indel size and location (allele 1 and allele 2) and AIRE protein translation from the respective DNA segments **(A)**. Western blot (WB) of SDS-PAGE WT mTEC 3.10 and mTEC 3.10E6 mutant clone cell lysates for detection of *Mus musculus* AIRE protein expression. WB membrane was probed with an antibody against AIRE protein (upper panel), washed, and then probed with an antibody against GAPDH that was used as an internal load control. This procedure allowed to show that the mTEC 3.10E6 mutant clone express relatively less AIRE protein than its WT mTEC 3.10 counterpart **(B)**.

*In silico* AIRE protein translation and sequence alignment through the Clustal Omega program (Figure S4 in Supplementary Material) showed that T>G nucleotide substitution in allele 1 resulted in a L118L silent mutation, whereas the nine bp deletion provoked a frameshift leading to deletion of three amino acid residues (A119_P121del) and a consequently shorter 548 amino acid (aa) residue AIRE protein (Figure 1A).

Analysis using the Provean program, which characterizes the functional effects of protein variations from amino acid substitutions or deletions based on calculations of sequence alignments, considers that protein variants featuring a Provean score ≤−2.5 are deleterious. The T>G substitution in allele 1 resulted in no alteration (L118L) in the amino acid sequence (Provean score: −1.46), whereas the deletion of the three amino acid residues (A119_P121del) was deleterious for the AIRE protein nuclear localization signal (NLS) (Provean score: −10.02).

Regarding allele 2, the G nucleotide deletion resulted in a TGA stop codon at mRNA position 352 and, consequently, a 158-aa truncated AIRE protein. For this reason, Provean analysis for allele 2 could not be performed (Table S1 in Supplementary Material).

Moreover, as the anti-AIRE primary antibody used in Western blot (WB) analysis was raised against amino acids 246–545 mapping the C-terminus of AIRE, it could not recognize the truncated AIRE protein from allele 2. The WB depicted in Figure 1B shows the expression of WT AIRE protein in mTEC 3.10 cells and the mutant AIRE in mTEC 3.10E6 clone. Figure S5 in Supplementary Material shows the full WB membrane image.

According to these analyses, clone mTEC 3.10E6 can be considered an *Aire* compound heterozygous KO that expresses a deleterious AIRE protein from the allele 1. Accordingly, this clone was selected for further study.

### Crispr-Cas9-Mediated Mutations Disturb Aire mRNA Expression, Protein Expression, and Nuclear Localization

To evaluate the extension of the effects of Crispr-Cas9-mediated mutations, we evaluated the relative levels of *Aire* mRNA transcripts by RT-qPCR and AIRE protein expression by WB analysis. Our results showed that clone 3.10E6 expresses significantly less AIRE protein than its mTEC 3.10 cell line WT counterpart (Figure 1B). Immunolocalization was used to assess whether such a reduction would affect the protein nuclear localization. Compared to the WT mTEC 3.10 cell line, which featured specked red granules of AIRE protein associated with chromatin (50 AIRE^+^ cells/150 analyzed cells) in immunofluorescence images, the 3.10E6 cells did not exhibit any AIRE protein granules in the nucleus (zero AIRE^+^ cells/150 analyzed cells) (Figures 2 and 3A).

**Figure 2:**
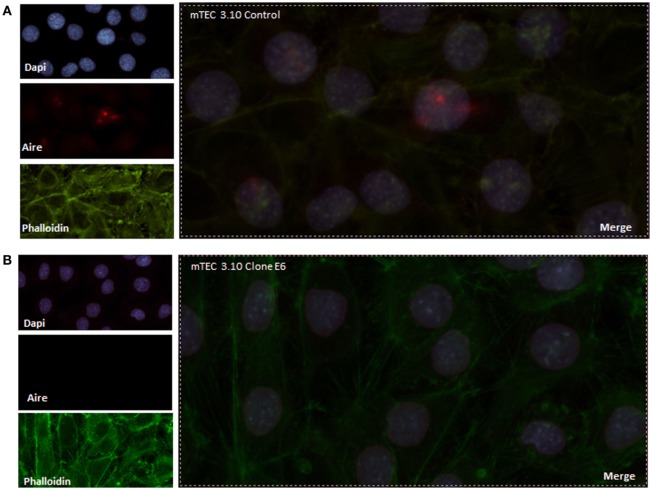
Immunofluorescence of AIRE protein showed that wild-type medullary thymic epithelial cell (mTEC) 3.10 cells exhibited AIRE protein nuclear localization **(A)** while mTEC 3.10E6 mutant clone did not showed nuclear staining for this protein **(B)**. Cells were labeled with an antibody against *Mus musculus* AIRE protein (red dots), with phalloidin to show the cytoplasmic region and with DAPI to show nuclei (blue).

### Mutant Clone 3.10E6 Cells Have Decreased Thymocyte Adhesion

Medullary thymic epithelial cell (mTEC)-thymocyte cell adhesion was used to assess the functional consequences of Crispr-Cas9-mediated *Aire* mutation. Figure 3 shows that clone 3.10E6 had a significantly reduced ability to adhere to thymocytes.

**Figure 3:**
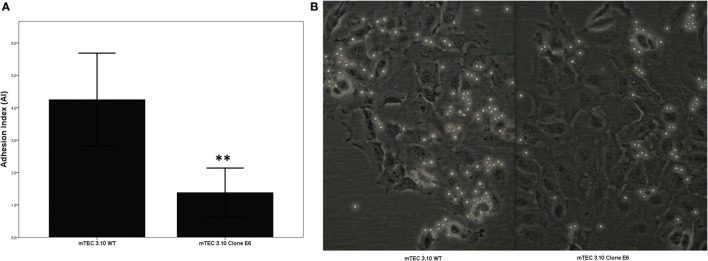
The medullary thymic epithelial cell (mTEC)-thymocyte adhesion assay showed decrease of thymocyte interaction with mTEC 3.10E6 mutant clone in comparison with its wild-type (WT) mTEC 3.10 counterpart. The adhesion degree is plotted as adhesion index (AI), in which values correspond to mean ± SD from three independent experiments and were significantly different between control (WT) vs mutant cells. Mann–Whitney two-sided test with 95% interval **(A)**. Photomicrography of fresh mTEC-thymocyte co-cultures comparing WT mTEC 3.10 vs mutant mTEC 3.10E6 **(B)**.

### mTEC-Thymocyte Adhesion Influences Transcriptional Expression of Aire, Fezf2, and Cell Adhesion Genes

Figure 4 shows that the WT mTEC 3.10 cell line expresses reduced levels of *Aire* mRNA transcripts, but comparatively and significantly more than clone 3.10E6. When mTEC 3.10 cells adhere to thymocytes, the transcriptional expression of *Aire* increases significantly. Similar modulation of *Aire* expression was observed when clone 3.10E6 cells adhered to thymocytes. However, when comparing the levels of *Aire* expression between mTEC 3.10 cells and clone 3.10E6 after thymocyte adhesion, we observed that the mutant clone showed reduced *Aire* expression.

**Figure 4:**
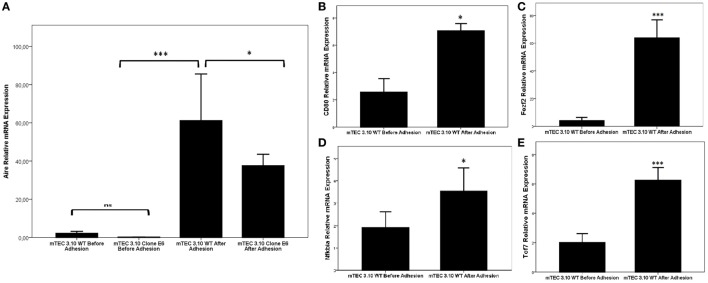
Relative expression of *Aire* **(A)**, *Fezf2* **(B)**, *Cd*80 **(C)**, *Nfkbia* **(D)**, and *Tcf7* **(E)** mRNAs in wild-type 3.10 or mutant 3.10E6 medullary thymic epithelial cells (mTECs) before and after thymocyte adhesion. The respective transcriptional expression of these mRNAs were quantified by real-time quantitative-PCR (RT-qPCR). Data were normalized using Hprt mRNA levels and are presented as mean ± SD from six independent experiments. Mann–Whitney two-sided test with 95% interval.

We then evaluated whether thymocyte adhesion itself, independent of *Aire*, influences specific transcriptional expression in the WT mTEC 3.10 cell line. Figure 4 shows that *Aire* (Figure 4A), *Cd80* (Figure 4B), *Fezf2* (Figure 4C), *Nfkbia* (Figure 4D), and *Tcf7* (Figure 4E) were significantly upregulated in mTECs after their adhesion with thymocytes.

### AIRE Protein Nuclear Localization Is Increased With mTEC-Thymocyte Adhesion

After confirming that thymocyte adhesion increases the transcriptional expression of *Aire*, we used immunolocalization to assess whether such an increase would affect the nuclear localization of the AIRE protein. Figures 5A,B shows that the mTEC 3.10 cell line demonstrated increased nuclear localization of the AIRE protein after adhesion with thymocytes, with granules of AIRE protein associated with chromatin (red dots in the immunofluorescence image). However, clone 3.10E6 cells were negative for AIRE protein localization even after adhesion with thymocytes, showing no red dots in the immunofluorescence images (Figures 5C,D).

**Figure 5:**
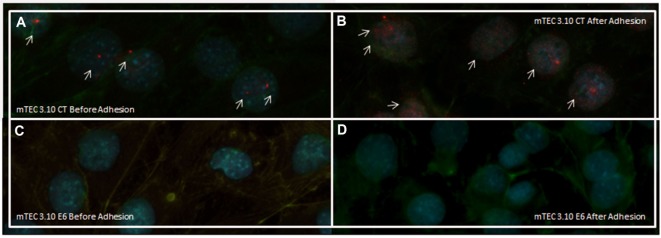
Immunofluorescence of AIRE protein in wild-type (WT) medullary thymic epithelial cell (mTEC) 3.10 cells before and after thymocyte adhesion **(A,B)** or in mTEC 3.10E6 mutant clone **(C,D)**. Thymocyte adhesion increased AIRE protein nuclear localization in WT mTECs while the mTEC 3.10E6 mutant clone did not exhibited nuclear AIRE protein staining neither before of after thymocyte adhesion. Cells were labeled with an antibody against *Mus musculus* AIRE protein (red dots), with phalloidin to show the cytoplasmic region and with DAPI to show nuclei (blue).

### The Transcriptome of mTEC Cells Is Dependent on Aire and Thymocyte Adhesion

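RNA-Seq was performed on the WT mTEC line and on the mutant clone, called E6 as in the sample labels, each before and after thymocyte adhesion, with 2 libraries per condition and 8 in all. The WT line is a mouse medullary thymic epithelial cell line, and E6 is a clone derived from it with Crispr-Cas9 mutations in both *Aire* alleles. *Aire* itself had 0 counts in both WT libraries and in both E6 libraries before adhesion. After adhesion it had 0 and 3 counts in the WT libraries and 0 and 3 counts in the E6 libraries. A level of 3 counts, taken as the smallest the depth could show, was 0.149 to 0.222 CPM (counts scaled to the library total) across the libraries, so a difference in *Aire* was not detectable at this depth. These floors cover counting error only. The authors aligned the reads to mm10 with STAR and deposited the number of reads that HTSeq counted on each gene symbol, without normalization. Between 13506610 and 20145154 reads per library were counted on genes, with a median of 16312268.5. The median was 14982093 in WT before adhesion, 17590958.5 in WT after adhesion, 16703196 in E6 before adhesion and 16312268.5 in E6 after adhesion. The sample labels give 12 h of co-culture at 50 thymocytes per mTEC for the libraries after adhesion. They give 24 h of culture for replicate 2 of WT after adhesion and for replicate 1 of both E6 conditions, and 12 h for the other libraries. Culture time therefore varied within 3 of the 4 conditions and not within WT before adhesion. The labels give the genotype of the clone as Aire +/-, where the paper describes mutations of both alleles. They name the Stranded mRNA version of the library kit, where the paper names the Total RNA version. The protocol text of the E6 samples before adhesion mentions co-culture with thymocytes, while their titles and source names give none. The grouping followed the titles and source names.
Genes with enough counts for testing by edgeR's filterByExpr numbered 11672 of the 24052 listed. Counts were normalized by the TMM method and fitted with edgeR's quasi-likelihood model with 1 mean per condition over the 8 libraries. DE mRNAs were those with a Benjamini-Hochberg FDR under 0.05 and an FC of at least 1.5, the limits of the paper. In replicate 1 of WT after adhesion, 66.7% of the alignments fell on genes, against 75.7% to 78.8% in the other libraries. Its log2 counts fell by 0.46 for each 10% of GC content relative to the average library, while the slopes of the others lay between -0.02 and 0.13.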

Comparative analyses were made for various combinations of the study variables [*Aire* WT (before or after thymocyte adhesion) vs *Aire* KO (before or after thymocyte adhesion)]. Initially, we performed comparisons between the WT mTEC 3.10 cell line and the mutant 3.10E6 transcriptome through Euclidean distance heat-maps to evaluate how similar the transcriptomes were between the samples as a whole. 

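Euclidean distances between the 8 libraries were computed over the 11672 tested genes from log2 CPM with TMM normalization and a prior count of 2. The mean distance between a WT and a E6 library was 82.0. The mean distance between libraries of the same cell type was 60.2, over replicates and over pairs before and after adhesion. The ratio of the means was 1.36, and it moved most, to 1.81, when 1 - Pearson correlation replaced the Euclidean distance. The replicates lay 27.8 apart in WT before adhesion, 31.2 in E6 before adhesion, 27.8 in E6 after adhesion and 76.6 in WT after adhesion. Before adhesion the distances between a WT and a E6 library, 64.2 to 65.4, were all larger than those between replicates. After adhesion they were 71.9 to 96.6, and some of them were smaller than the distance between the WT replicates. This held with variance-stabilized values and with 1 - Pearson correlation. Over the 500 most variable genes all were larger, 51.1 to 58.5 against 26.7 between the WT replicates. The same was true with a GC correction of each library, chosen after seeing the data, with 71.8 to 90.1 against 65.3. Clustering by complete linkage joined replicate 2 of WT after adhesion to the WT libraries before adhesion at a height of 46.7. The E6 libraries before adhesion joined this group at 72.3, and the E6 libraries after adhesion at 95.7. Replicate 1 of WT after adhesion joined last, at 97.7. With the tree divided into 2 clusters, this library formed 1 cluster alone and the other 7 libraries of both cell types formed the other.

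**Figure D2:**
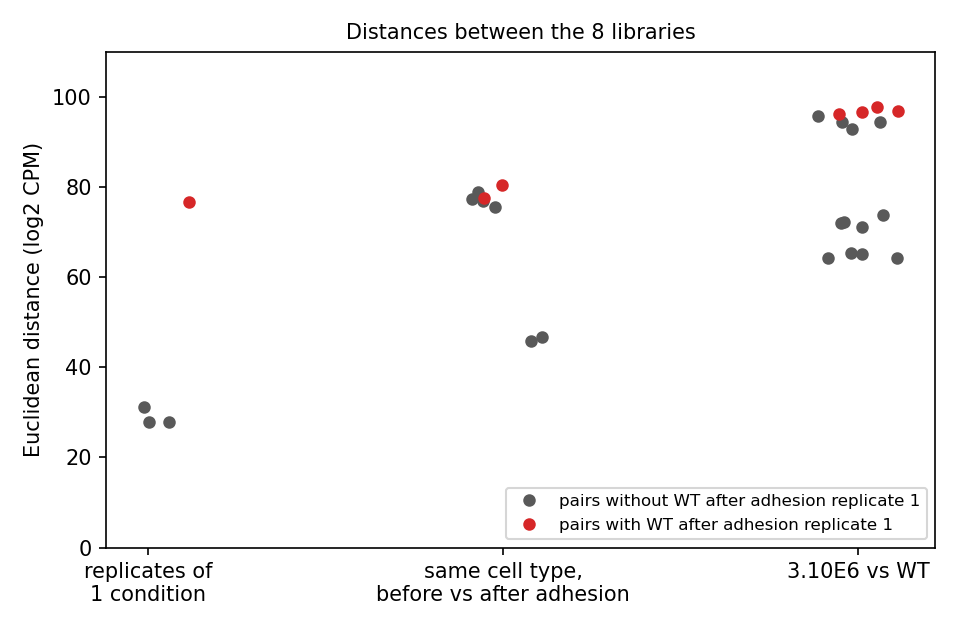
Each point is the Euclidean distance, in log2 CPM, between 2 of the 8 libraries, grouped on the horizontal axis into replicates of 1 condition, libraries of the same cell type before and after adhesion, and E6 against WT, with red for pairs that include replicate 1 of WT after adhesion. The WT replicates after adhesion were 76.6 apart, and the other replicates between 27.8 and 31.2.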

Figure S4 in Supplementary Material shows that the transcriptomes of the WT mTEC 3.10 cell line and mutant clone 3.10E6 were significantly different, as the two types of samples were positioned in separate clusters, even considering the conditions before and after adhesion with thymocytes.

Next, the samples and DE mRNAs were hierarchically clustered, and a heat-map was constructed to evaluate the individual expression profiles. Figure 6A shows the expression profiling of 902 DE mRNAs between the WT mTEC 3.10 cell line and mutant clone mTEC 3.10E6. 

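Between clone E6 and WT mTECs, with the conditions before and after adhesion averaged, 1324 of the 11672 tested mRNAs were DE. Of these, 609 were higher and 715 lower in E6, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without the FC limit the number was 2444. When the replicate numbers of the labels were used as a replicate block, 1274 mRNAs were DE. This pairing is taken from the labels alone. As a check of it, the deviations of same-numbered libraries from their condition means were correlated across 9731 genes, which are not independent replicates. The correlation was 0.223 between WT before and WT after adhesion and -0.073 between E6 before and after adhesion, and between -0.046 and 0.021 for the other pairs of conditions. After the GC correction, chosen after seeing the data, the value in WT was 0.035. Leaving out 1 library at a time moved the number most, from 671 without replicate 1 of WT before adhesion to 2557 without replicate 2 of WT after adhesion.
Among DE mRNAs with a mean log2 CPM of at least 1 and no overlap between the libraries of the cell types, the largest rises in E6 were those of *Oas2*, *Chst1* and *Clip4*. *Oas2* (chromosome 5, 120730333 to 120749853) had 0.0457 ± 0.0322 CPM (SD, n = 4) in WT and 4.29 ± 2.96 CPM (SD, n = 4) in E6, a log2 FC of 6.06 (SE 0.45, FDR 0.000425). It had 1, 1, 0 and 1 counts in the WT libraries, under the floor of 3 counts, so the size of its rise is uncertain. Chromosome 5 as a whole had a median log2 FC of 0.33 in the same contrast. *Chst1* (chromosome 2, 92599707 to 92615250) rose from 0.405 to 11.1 CPM, a log2 FC of 4.76 (SE 0.16, FDR 3.81e-05). *Clip4* (chromosome 17, 71768473 to 71864273) rose from 0.561 to 15.3 CPM, a log2 FC of 4.71 (SE 0.27, FDR 0.000183). The largest falls were those of *Gpc4* (chromosome X, 52053021 to 52165252), *Epha7* (chromosome 4, 28813131 to 28967499) and *Mark1* (chromosome 1, 184896789 to 184999570), which had 0 counts in all 4 libraries of E6. Their means in WT were 5.28 ± 0.374, 5.22 ± 2.40 and 4.63 ± 0.601 CPM (SD, n = 4), and their FDRs were 0.000425, 0.00238 and 0.000678.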

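The 10 mRNAs were found in the counts by symbol, with Serpin2 read as *Serpinb2*, the symbol in Figure 6B. Averaged over the conditions before and after adhesion, 8 of them were DE between E6 and WT by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and *Tcf7* and *Nfkbia* were not. In each of these 8 mRNAs, every library of one cell type lay above every library of the other. *Timp3*, on chromosome 10 of GRCm38 from 86300372 to 86349506, had 357 ± 56.7 CPM (SD, n = 4) in WT and 9.46 ± 0.354 CPM (SD, n = 4) in E6. Its log2 FC was -5.23 (SE 0.15, FDR 1.74e-05). *Ddit4*, on the same chromosome from 59949669 to 59951834, had 144 ± 49.2 CPM (SD, n = 4) in WT and 30.4 ± 16.9 CPM (SD, n = 4) in E6, a log2 FC of -2.30 (SE 0.33, FDR 0.00412). Chromosome 10 as a whole had a median log2 FC of -0.37 in this contrast. *Scd1* (chromosome 19, 44394455 to 44407879) fell from 78.4 ± 8.15 to 13.7 ± 2.68 CPM (SD, n = 4 each), with an FDR of 0.000158. *Serpinb2* (chromosome 1, 107511423 to 107535478) rose from 33.3 ± 5.47 to 234 ± 35.1 CPM (SD, n = 4 each), with an FDR of 5.6e-05. *Pvrl3* (chromosome 16, 46387706 to 46498525) rose from 0.904 ± 0.498 to 20.5 ± 1.14 CPM (SD, n = 4 each), a log2 FC of 4.57 (SE 0.25, FDR 0.000175). *Fabp5*, *Lgals3bp* and *Tnc* had log2 FCs of -2.29, 3.17 and 2.08. The log2 FC was 0.44 (SE 0.57, FDR 0.625) for *Tcf7* and 0.17 (SE 0.29, FDR 0.72) for *Nfkbia*. For *Nfkbia* the sign changed with the library left out, from -0.09 without replicate 2 of E6 after adhesion to 0.53 at the highest.

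**Figure D3:**
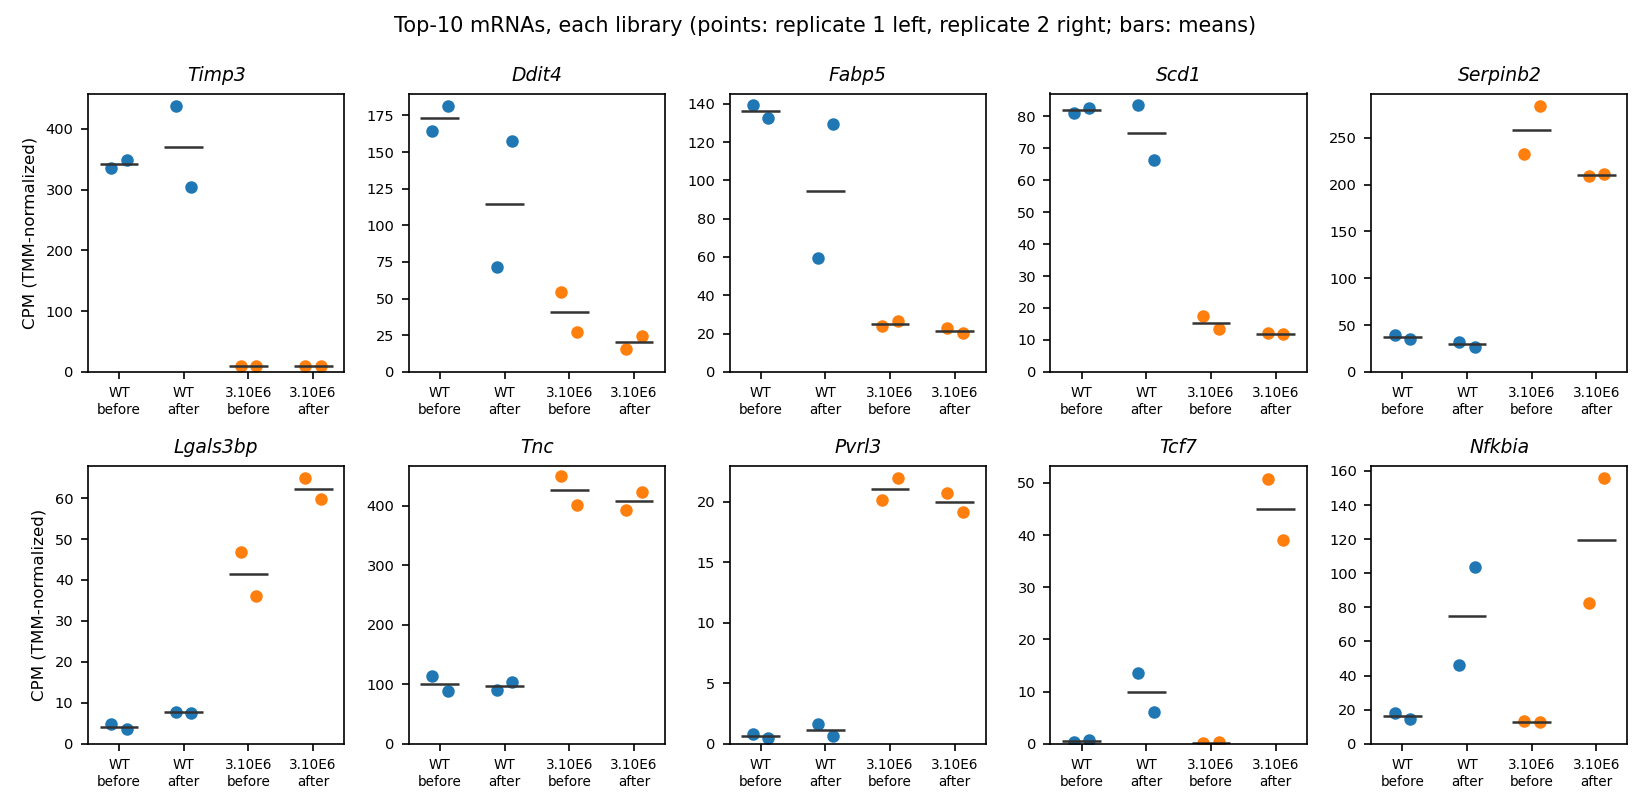
TMM-normalized CPM of the 10 mRNAs, 1 panel per mRNA, with 1 point per library, 2 libraries in each of the 4 conditions and a bar at the mean. In 8 panels the E6 libraries sit apart from the WT libraries before and after adhesion, while *Tcf7* and *Nfkbia* are high only in the libraries after adhesion.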

Figure 6B shows the top-10 mRNAs (*Timp3, Ddit4, Fabp5, Scd1, Serpin2, Lgals3bp, Tnc, Pvrl3, Tcf7*, and *Nfkbia*), whose biological functions, identified through the DAVID databank, are associated with cell adhesion, that featured significant differences in their expression levels.

**Figure 6:**
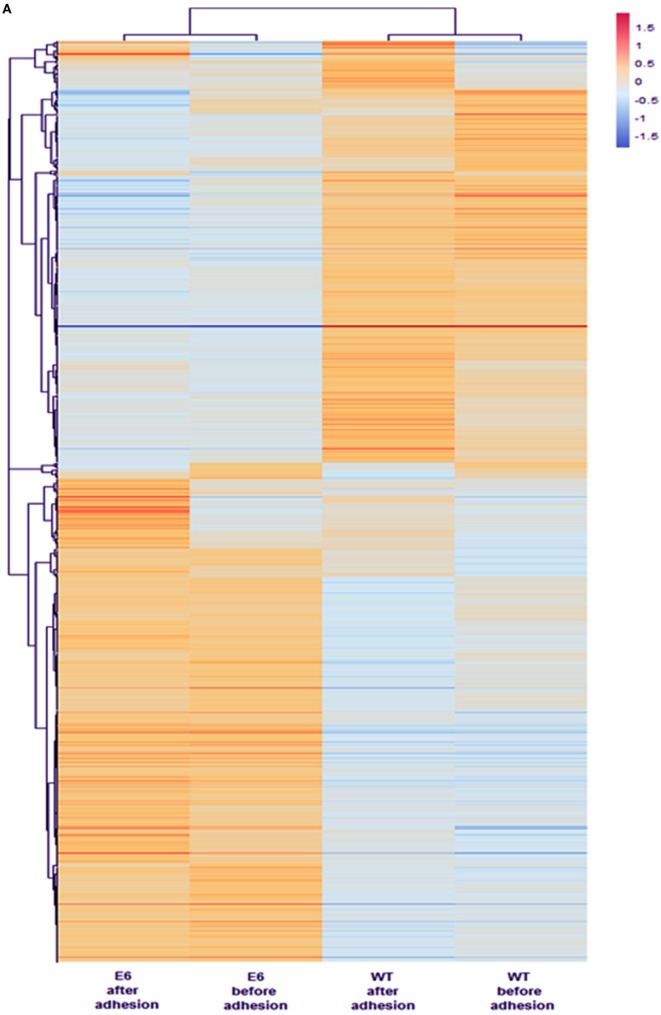

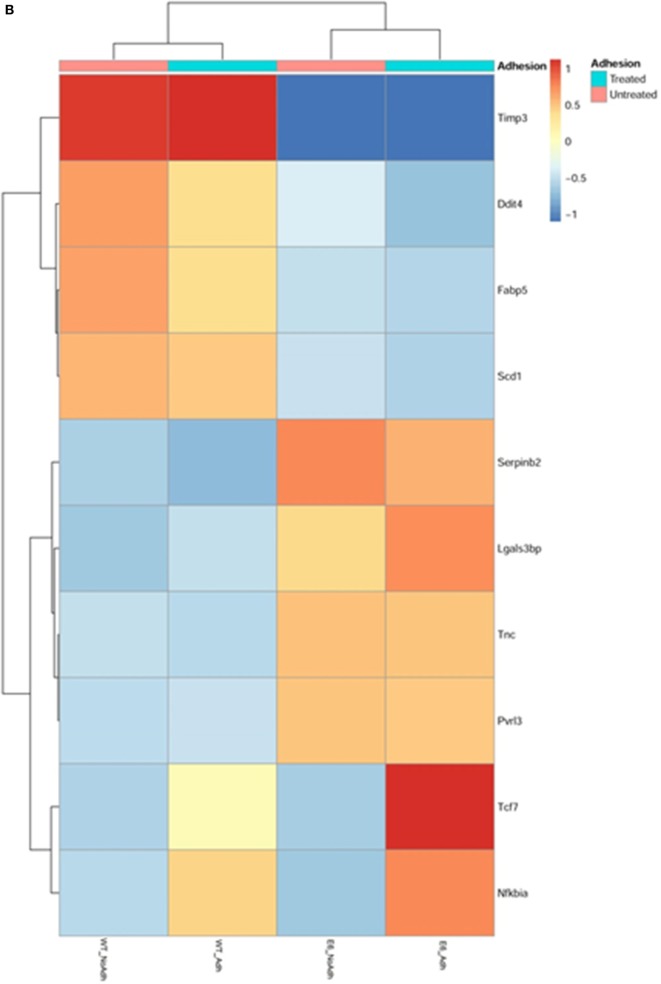

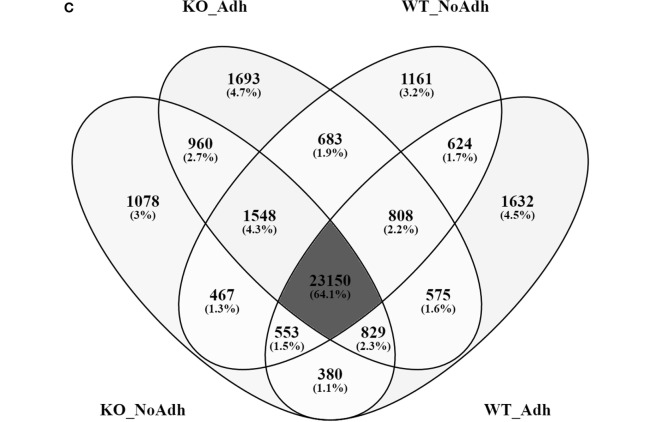
The mRNA transcriptome profile of wild-type (WT) medullary thymic epithelial cell (mTEC) 3.10 or mTEC 3.10E6 mutant clone as evaluated by RNA-Seq. The expression profiling of 902 differentially expressed mRNAs comparing WT mTEC 3.10 cells with mTEC 3.10 mutant clone, before and after thymocyte adhesion **(A)**. The top 10 mRNAs presenting higher expression differences considering the thymocyte adhesion as a variable. Dendrograms and heat-maps were constructed using R platform. Red = upregulation, blue = downregulation [fold change ≥ 1.5 and false discovery rate (FDR) < 0.05] **(B)**. Venn diagram showing the abundance of tissue-specific isoforms when comparing WT mTEC 3.10 cells before (WT_NoAdh) and after (WT_Adh) adhesion and mTEC 3.10E6 mutant clone before (KO_NoAdh) and after (KO_NoAdh) thymocyte adhesion (transcripts per million > 1.0) **(C)**.

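With thymocyte adhesion as the variable, *Tcf7* and *Nfkbia* changed most among the 10 mRNAs. Averaged over WT and E6, the log2 FC after adhesion was 5.92 (SE 0.41, FDR 0.00509 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) for *Tcf7* and 2.70 (SE 0.31, FDR 0.00866) for *Nfkbia*. *Lgals3bp* was DE as well, with a log2 FC of 0.74 (SE 0.14, FDR 0.0446), but it stayed DE in only 2 of the 8 fits that each left out one library and was not DE without the filter on low counts. The other 7 were not DE, and the largest change among them was that of *Ddit4*, with a log2 FC of -0.81. The functional categories by which the paper picked these mRNAs were not analysed here. Within WT alone none of the 10 was DE by the edgeR test, with 0.216 as the smallest FDR. With DESeq2 in place of edgeR, *Tcf7* and *Nfkbia* were DE there. Within E6 alone *Tcf7* and *Nfkbia* were DE, and the smallest FDR of the other 8 was 0.28.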

Moreover, we evaluated the effects of *Aire* or thymocyte adhesion on the modulation of mRNA isoforms in mTECs under the different conditions studied. Figure 6C indicates a Venn diagram that shows the number of different isoforms (isoform abundance) and the respective percentages relative to the total isoforms. The different experimental conditions share most of the detected isoforms, but each of the conditions also features populations of specific transcripts.

The different experimental conditions and DE mRNA isoforms were then hierarchically clustered, and heat-maps were constructed to visualize the individual expression profiles. This allowed us to evaluate the influence that *Aire* has on the modulation of mRNA isoforms that encode proteins involved in cell adhesion and, ultimately, the influence that thymocyte adhesion has on the transcriptomes of mTECs. The top-four DE mRNAs that featured greater isoform abundance involved with cell adhesion were *Cd44, Timp3, Tnc*, and *Tcf7*.

## Discussion

In this study, we used mTEC-thymocyte adhesion assays and generated Crispr-Cas9-mediated indel mutations to evaluate the hypothesis that *Aire* and thymocyte interactions function synergistically in the regulation of cell adhesion-related genes and their isoforms and in comprehensive mTEC mRNA transcriptome modulation.

We have previously observed that *Aire* controls the expression of genes involved in cell adhesion in mTECs, and its partial inhibition through a small interfering RNA (anti *Aire* siRNA) system disturbs mTEC-thymocyte adhesion. A reduction in *Aire* in mTECs was sufficient to decrease the expression of genes, such as *Cd80, Vcam, Icam4, Col2a1, Ccl3*, and *Lama1*, impairing adhesion with thymocytes (20). This demonstrated that variations in *Aire* expression affect mTEC-thymocyte adhesion, which is an essential property for the induction of immunological tolerance.

However, two questions remained: (1) do deleterious mutations in *Aire* and (2) adhesion to thymocytes affect the mTEC transcriptome, including cell adhesion genes?

More than 100 mutations throughout the human *Aire* gene sequence, affecting all 14 of its exons, have been described in association with clinical manifestations of autoimmune APECED syndrome (39). Nevertheless, the consequences of *Aire* mutation in mTECs regarding their adhesion to thymocytes are unknown.

The existing *Aire* KO mouse model (*Aire*^−/−^), which involves a deletion of *Aire* exon 2 and results in the production of a truncated protein with loss of the SAND and PHD-1 and PHD-2 domains (40, 41), could hypothetically be used to approach these questions.

However, as freshly isolated mTEC cells from the thymus (primary cells) are not easily maintained in culture, and considering that one of our objectives was to make use of the *in vitro* mTEC-thymocyte adhesion assay, the mTEC cells of these classical *Aire* KO mice would not be adequate for the present study. For these reasons, we used the mTEC 3.10 cell line (CD45^−^, EpCam^+^, Lyn51^−^, UEA1^+^), which has been used in previous studies from our laboratory (20, 42).

We therefore used four main experimental and/or bioinformatics approaches to evaluate the hypothesis of this work: (1) the Crispr-Cas9 system to generate mutations within *Aire* exon 3, (2) the prediction of loss-of-function of the mutant AIRE protein, (3) mTEC-thymocyte adhesion assays, and (4) mRNA transcriptome profiling, including mRNA isoforms.

Interest in *Aire* exon 3 developed because it encodes the NLS domain of the AIRE protein, a domain involved in translocating that protein from the cytoplasm to the nucleus of mTECs (43–46). Mutations in this region affect not only the transport of the protein to the nucleus but also disrupt its transcriptional behavior (47, 48). The location of the NLS domain involves the amino acid residues at positions 110–114 and 131–133 of the AIRE protein (45). Indel-like mutations in this region may result in truncation in the AIRE protein, causing a loss of the adjacent SAND or PHD1–2 domains (14, 49) (Figure 1A).

Analyses performed with Provean software predicted that clone 3.10E6 showed partial expression of the mutant AIRE protein (Figure 1B). This was confirmed by evaluating mRNA expression levels by RT-qPCR (Figure 4). Regarding the effects of these mutations on *Aire* mRNA expression levels, it should be noted that in the murine *Aire* exon 2 KO model, it is still possible to detect mRNA levels comparable to those in the thymi of normal mice (40, 41). Similar to the murine KO model, detection of *Aire* mRNA levels in clone 3.10E6 could be explained by the fact that the mutations occurred in the *Aire* exon 3 CDS region and not at splicing sites or promoter sequences.

To evaluate the effects of the mutations generated by the Crispr-Cas9 system on AIRE protein levels, we used a specific monoclonal antibody that recognizes the region of the protein from amino acid residues 246–545, i.e., the SAND and PHD1–2 domains. WB analysis (Figure 1B) showed that there was a reduction in AIRE protein expression in clone 3.10E6. This may be explained by the fact that one of its alleles encodes a truncated AIRE protein and that the other allele, although it encodes a nonfunctional protein, shows no change in the domains recognized by the primary anti-AIRE antibody used.

Several patients with APECED have mutations in the CARD or NLS domain, and the AIRE protein ceases to be located in the nucleus and is instead deposited in the cytoplasm (47, 49). This observation became of interest for the present work, since the potential consequences of the mutations induced by the Crispr-Cas9 system on AIRE protein function could be due to possible changes in its capacity for intracellular translocation rather than through direct association with DNA or other proteins.

AIRE is a protein that exerts its function in the nucleus, and its nuclear localization occurs due to its NLS domain (45). Mutations generated by the Crispr-Cas9 system occurred within the NLS coding region, which most likely caused perturbations in the nuclear AIRE translocation. This was confirmed through immunofluorescence analysis (Figure 2). Clone 3.10E6, although showing expression of the mutant AIRE protein, does not show localization to the nucleus of mTEC cells. Accordingly, clone 3.10E6 can be considered a KO since the mutant AIRE protein from allele 1, although expressed, had its function altered and its translocation from the cytoplasm to the nucleus impaired. The absence of labeling in the cytoplasm is likely due to insufficient expression of the AIRE protein. Mutations of this type have been described previously in patients with APECED and are, respectively, associated with different symptoms of the disease (39).

Disturbance of *Aire* expression both *in vitro* and *in vivo* leads to changes in regulation of the expression of a large set of genes that are associated with NS, autoantigen processing and other biological processes, and autoantigens themselves (20, 40, 41, 50). In addition, genes encoding adhesion molecules are also perturbed by the reduction of *Aire* expression (20). This led us to evaluate whether *Aire* mutations could affect cell adhesion. Accordingly, we determined whether the mutations induced by Crispr-Cas9 could disrupt the adhesive capacity of mTEC cells with thymocytes, which was demonstrated by means of adhesion assays (Figure 3).

There have been no investigations to date of the link between *Aire*, cell adhesion, and transcriptome profiles of mTECs. However, we find such a relationship plausible since a group of thymocytes expressing RANKL can interact with mTEC cells, induce *Aire* expression (51, 52) and consequently modulate cell adhesion genes (Figure 4) and the transcriptomes of these cells (Figure 6). Since we observed that mTEC-thymocyte adhesion stimulates the expression of *Aire* in mTECs, and considering that *Aire* controls more than 3,300 genes in these cells (11), we next evaluated their transcriptomes. This question was addressed by sequencing the transcriptomes (RNA-Seq) of WT mTECs and 3.10E6 clones from both groups, both before and after thymocyte adhesion.

The mTEC-thymocyte adhesion itself functions as a stimulus for the transcription of mRNAs that encode molecules such as the transcription factor TCF7, a protein that was initially identified in thymocytes and participates in their differentiation in the thymus (53, 54). 

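*Tcf7*, on chromosome 11 of GRCm38 from 52252371 to 52283014, had 0.557 ± 0.359 CPM (SD, n = 2) in WT before adhesion and 9.87 ± 5.20 CPM (SD, n = 2) after adhesion. The log2 FC was 4.16 (SE 0.55, FDR 0.216 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which did not pass the FDR limit. With DESeq2 in place of edgeR the log2 FC was 4.18 and passed it. In E6, *Tcf7* had 0.203 ± 0.0913 CPM (SD, n = 2) before adhesion and 45.0 ± 8.27 CPM (SD, n = 2) after adhesion, a log2 FC of 7.69 (SE 0.60, FDR 0.00568). The difference between the effects in E6 and WT was 3.52 on the log2 scale (SE 1.02, FDR 0.988). The summed CPM of 25 thymocyte marker genes, a list without *Tcf7*, went from 7.33 ± 0.365 to 25.3 ± 1.49 CPM (SD, n = 2 each) in WT. In E6 it went from 9.55 ± 1.99 to 134 ± 19.4 CPM (SD, n = 2 each). The rise of *Tcf7* in E6 was 4.81 times its rise in WT. The middle 90% of the 23 markers with a rise in both cell types lay between 2.45 and 13.6 times. With each library left out in turn, the value of *Tcf7* ran from 3.45 to 7.94 times. It stayed within the range of the markers in all 8 fits.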

The *Tcf7* gene has only recently been associated with mTEC cells. It has been shown that this protein is part of an essential transcriptional complex along with other transcription factors, such as *Irf4, Irf8, Tbx21*, and *Ctcfl*, that regulates the expression of *Aire* in these cells (55). 

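*Nfkbia*, on chromosome 12 of GRCm38 from 55489410 to 55492647, had 16.3 ± 2.34 CPM (SD, n = 2) in WT before adhesion and 74.9 ± 40.5 CPM (SD, n = 2) after adhesion. Its log2 FC in WT was 2.20 (SE 0.43, FDR 0.244 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 2.19 with DESeq2, which passed the FDR limit. In E6 it had 13.0 ± 0.278 CPM (SD, n = 2) before adhesion and 119 ± 51.8 CPM (SD, n = 2) after adhesion, a log2 FC of 3.19 (SE 0.44, FDR 0.0163). The difference between these effects was 0.99 on the log2 scale (SE 0.59, FDR 0.988). Averaged over both cell types the log2 FC was 2.70 (SE 0.31, FDR 0.00866). All 4 libraries after adhesion lay above all 4 libraries before adhesion. The rise in E6 was 1.82 times the rise in WT, against 2.45 to 13.6 for the middle 90% of the thymocyte markers. With each library left out in turn it was 1.19 to 3.55 times. The averaged rise stayed DE in 4 of the 8 fits that each left out one library.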

We also showed that mTEC-thymocyte adhesion causes increased expression of mRNA transcripts encoding NFKB alpha inhibitor (*Nfkbia*), which is the main inhibitor of the *Nfkb* pathway.

The expression of *Aire* in mTECs is activated by the RANK–RANKL pathway (51, 52) and is also dependent on the binding of NFKB to an enhancer located in a non-coding region between the *Aire* and *Dnmt3L* genes (56). Defects in the Nfkb-mediated signaling pathway also lead to a decrease in *Aire* expression in mTECs (57).

We asked whether the mTEC-thymocyte adhesion that activates the expression of *Tcf7* would activate the *Nfkb* pathway and consequently *Aire* (Figure 4). The increase in *Aire* mRNA expression by mTEC-thymocyte adhesion was found to intensify the AIRE protein localization to the nucleus of WT mTEC 3.10 cells but, as expected, not in clone 3.10E6 cells (Figure 5).

In fact, the transcriptomes of WT mTECs differ from those of clone 3.10E6 cells. This finding has a significant physiological correlation, as the transcriptomes of mTEC^hi^ cells are different from mTEC^lo^ cells, which have low *Aire* expression (11).

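Before adhesion, 585 of the 11672 tested mRNAs were DE between E6 and WT, with 286 higher and 299 lower in E6, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. After adhesion, 1040 were DE, with 566 higher and 474 lower. *Tcf7* and the thymocyte markers *Dntt*, *Bcl11b* and *Thy1* were among the higher ones, with log2 FCs of 2.21, 3.28, 2.65 and 2.93. The summed CPM of the markers after adhesion was 133.9 in E6 and 25.34 in WT, so RNA of thymocytes may add to this number. With the replicate block, whose pairing is taken from the labels, the numbers were 383 before and 721 after adhesion. The pairing check gave a correlation across 9731 genes of -0.046 between WT and E6 before adhesion and of 0.021 between them after adhesion. From only the 4 libraries compared, the numbers were 1457 before adhesion and 0 after adhesion, where 1828 mRNAs had an unadjusted p under 0.05. DE mRNAs in both conditions numbered 438, and 437 of them changed in the same direction. Of the chromosomes, 5 and 10 had the median log2 FCs farthest from 0 before adhesion, 0.35 over 644 genes of chromosome 5 and -0.33 over 460 genes of chromosome 10. The cell types were compared through a single mutant clone.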

The mTEC 3.10 cells are characterized by a CD80^lo^ or MHC-II^lo^ phenotype (20) that, under proper stimulation, initiates *Aire* expression. With altered expression of *Aire*, either by means of anti-*Aire* siRNA (20) or by means of Crispr-Cas9 KO (this study), these cells exhibit marked dysregulation of genes involved with NS. Among the set of mRNAs with dysregulated expression, we have identified several that control one or more of the following processes: cell adhesion, migration, positive regulation of gene expression, signal transduction, or positive regulation of RNA Pol II function.

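The families were defined by gene symbol before testing, and 64 of their members were among the 11672 tested mRNAs. Between E6 and WT, averaged over conditions, 21 of the 64 were DE (32.8%), against 1303 of the 11608 other tested mRNAs (11.2%). The odds ratio was 3.86 (95% confidence interval 2.17 to 6.68, Fisher's exact test, two-sided, p = 4.01e-06). With the replicate block, whose pairing is taken from the labels and whose check across genes gave correlations from -0.073 to 0.223 (0.035 in WT after the GC correction), 35.9% of the family members were DE. The share moved most without the filter on low counts and when single libraries were left out, to 19.3% and to between 23.5% and 53.6%. Of the claudins, 3 of 9 tested were DE, namely *Cldn1*, *Cldn4* and *Cldn9*. Of the integrins, 3 of 15 were DE and all 3 were higher in E6, namely *Itga2*, *Itga6* and *Itgb6*. Of the selectins, 0 of 2 were DE, and 0 had an unadjusted p under 0.05. Of the extracellular matrix genes, 15 of 38 were DE, with 12 higher and 3 lower in E6. Under the other normalizations and tests, between 14 and 17 extracellular matrix genes were DE and the higher ones stayed in the majority.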

We have found that several important mRNAs associated with cell adhesion, such as those that encode proteins belonging to the claudins, integrins, selectins, or extracellular matrix protein families, were DE in clone 3.10E6 cells (Figures 4A,B). 

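*Timp3* had 342 ± 8.46 CPM (SD, n = 2) in WT and 9.18 ± 0.127 CPM (SD, n = 2) in E6 before adhesion. The log2 FC was -5.22 before and -5.25 after adhesion, with FDRs of 0.000225 and 0.000214 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Cd24a*, on chromosome 10 of GRCm38 from 43578284 to 43584265, had 414 ± 24.2 CPM (SD, n = 4) in WT and 265 ± 20.0 CPM (SD, n = 4) in E6. Its log2 FC was -0.65 (SE 0.09, FDR 0.00346) averaged over conditions, -0.74 (FDR 0.0155) after adhesion and -0.55 (FDR 0.0463) before adhesion, where the change was smaller than the FC limit. With a GC correction of each library, chosen after seeing the data, the averaged log2 FC of *Cd24a* was -0.54, and without replicate 1 of WT after adhesion it was -0.58, both smaller than the limit. *Timp3* and *Cd24a* both lie on chromosome 10, whose median log2 FC in the averaged contrast was -0.37. *Fabp5*, on chromosome 3 from 10012548 to 10016607, lies in a 10 Mb window whose median log2 FC before adhesion was -0.50 over 15 genes. It had 115 ± 37.4 CPM (SD, n = 4) in WT and 23.3 ± 2.48 CPM (SD, n = 4) in E6. Its log2 FC was -2.29 (SE 0.23, FDR 0.00122).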

For example, the mRNAs that encode the *Timp3, Cd24a*, or *Fabp5* proteins, which are important for the occurrence of mTEC-thymocyte interactions, were repressed in clone 3.10E6 cells. Conversely, *Tnc* and *Lgals3bp* mRNAs were induced in this clone. This set of results suggests that thymocyte adhesion and *Aire*, although functioning in different ways, have synergistic activity. 

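*Tnc*, on chromosome 4 of GRCm38 from 63959785 to 64047015, had 98.8 ± 11.9 CPM (SD, n = 4) in WT and 417 ± 25.4 CPM (SD, n = 4) in E6. The log2 FC was 2.08 (SE 0.11, FDR 0.000175 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was 2.07 before and 2.08 after adhesion. *Lgals3bp*, on chromosome 11 from 118392751 to 118402092, had 5.91 ± 2.10 CPM (SD, n = 4) in WT and 51.9 ± 13.0 CPM (SD, n = 4) in E6. Its log2 FC was 3.17 (SE 0.14, FDR 0.000105), with 3.31 before and 3.02 after adhesion.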

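Whether the effect of adhesion differed between E6 and WT was tested as the difference of the adhesion effects, an interaction term. Of the 11672 tested mRNAs, 0 passed the limits by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 0.988 as the smallest FDR and 297 at an unadjusted p under 0.05. With the replicate block, whose pairing is taken from the labels and whose check gave 0.223 in WT (0.035 after the GC correction) and -0.073 in E6, 0 passed and 255 had an unadjusted p under 0.05. With DESeq2, 2 mRNAs passed. For *Timp3*, *Tnc* and *Lgals3bp* the difference was -0.03 (SE 0.25), 0.003 (SE 0.22) and -0.29 (SE 0.27) on the log2 scale. Larger differences did not pass the limits either with 2 libraries per condition. For *Tcf7* the difference was 3.52 (SE 1.02, unadjusted p 0.00975, FDR 0.988 by the same edgeR test). For *Narf*, *Gpt2* and *Slc6a9*, the largest falls after adhesion in E6, it was -0.81, -0.69 and -0.70 (unadjusted p 0.0155, 0.0268 and 0.05). For *Bcl11b* and *Thy1*, among the largest rises there, it was 5.94 and 5.35 (unadjusted p 0.0261 and 0.158). The FDR by the same test was 0.988 for each of these mRNAs. *Bcl11b*, *Thy1* and *Dntt* had 0 counts in E6 before adhesion, so the size of their differences was not measured. *Dntt* had 0 counts in WT before adhesion as well, so no difference is given for it. After naming the mRNAs repressed and induced in the clone, the paper proposes from this set of results that *Aire* and adhesion act in different ways and with synergy. It states that adhesion raises *Aire*, which regulates mRNAs of cell adhesion molecules downstream.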

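In WT mTECs, 0 of the 11672 tested mRNAs were DE between after and before adhesion by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The smallest FDR was 0.216, and 873 mRNAs had an unadjusted p under 0.05. With DESeq2, 59 were DE. The replicates of WT after adhesion differed by a chi-square of 140 per degree of freedom across genes, against 3.42 to 8.25 in the other conditions. In E6, 234 mRNAs were DE, with 225 higher and 9 lower after adhesion. Of the 225, 218 also had a log2 FC above 0 in WT and 198 rose there by at least 1.5-fold, with a median log2 FC of 3.65 in WT and 6.56 in E6. Averaged over both cell types, 221 were DE, with 209 higher and 12 lower. With the replicate block, the numbers were 0 in WT with 741 at an unadjusted p under 0.05, 132 in E6 and 139 averaged. The pairing of replicates is taken from the labels, and its check across 9731 genes gave a correlation of 0.223 in WT, or 0.035 after the GC correction, and -0.073 in E6. Of the 225 mRNAs that rose in E6, 188 had a mean under 1 CPM before adhesion and 98 had 0 counts there. With the test limited to mRNAs of at least 1 CPM before adhesion, a limit chosen after seeing the data, 46 were DE in E6.
Among DE mRNAs with a mean log2 CPM of at least 1, the largest rises in E6 were those of *Dntt* (chromosome 19, 41029275 to 41059525), *Bcl11b* (chromosome 12, 107910403 to 108003602) and *Thy1* (chromosome 9, 44043384 to 44048579), all on the list of thymocyte markers. *Dntt* went from 0 to 16.1 ± 3.79 CPM (SD, n = 2), with an FDR of 0.00568. *Bcl11b* went from 0 to 11.8 ± 0.0678 CPM (SD, n = 2), with an FDR of 0.00568. *Thy1* went from 0 to 11.6 ± 2.43 CPM (SD, n = 2), with an FDR of 0.00876. The largest falls were those of *Slc6a9* (chromosome 4, 117834506 to 117875198), with a log2 FC of -1.28 (SE 0.22, FDR 0.0336), *Narf* (chromosome 11, 121237253 to 121255856), which went from 10.4 to 4.52 CPM (FDR 0.0264), and *Gpt2* (chromosome 8, 85492576 to 85527560), with a log2 FC of -1.05 (SE 0.18, FDR 0.0336). None of these 3 passed the limits with the replicate block.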

Cell adhesion stimulates transcriptional expression in mTEC cells, including of Aire itself, which in turn regulates a downstream cascade of mRNAs that encode cell adhesion molecules.

Evidence suggests that *Aire* plays a role in the processing of mRNAs and therefore contributes to the expression of tissue-specific isoforms in mTECs (17–19). We quantified these isoforms and verified that their abundance was different, but not significantly so, between each of the situations studied. In addition, mTEC-thymocyte adhesion does not appear to affect the abundance of transcripts (Figure 6C). These results corroborate those of St-Pierre et al. (11), who found no differences in the complexity of splicing between mTEC^hi^, mTEC^lo^, and cTEC populations, and Danan-Gotthold et al. (58), who observed equivalent representation of isoforms when comparing WT vs Aire KO mTECs for most tissue-specific transcripts.

However, when analyzing these results in a comparative way, we observed the occurrence of specific transcripts for each of the experimental groups studied. This led us to investigate the influence of *Aire* or mTEC-thymocyte adhesion on isoform modulation. When comparing WT mTEC 3.10 cells with clone 3.10E6 cells (both before and after thymocyte adhesion), it was evident that *Aire* modulates mRNA isoforms that encode cell adhesion molecules.

The occurrence of isoforms in mTECs has an important immunological consequence. This increases the variability of PTAs and consequently increases the chance of negatively selecting autoreactive thymocyte clones in the thymus (17–19, 58). In this work, we have shown that Aire can control the relative abundance of isoforms of mRNAs that encode adhesion molecules. The immunological consequences of this might be associated with the maintenance of different mTEC clones, each exhibiting a different degree of thymocyte adhesion.

As discussed in a previous study from our group (13), healthy individuals also maintain self-reactive T cell clones, and the development of central tolerance is a particularly delicate process during which NS must be sufficiently stringent to avoid the escape of self-reactive T cell clones into the periphery (7).

The results from this work increase our knowledge of the biological function of *Aire* at two levels: (1) the existence of synergy between *Aire* and thymocyte adhesion on the transcriptomes of mTECs and (2) the role played by *Aire* in modulating the expression of mRNAs and their isoforms that encode cell adhesion molecules.

This opens new perspectives for further studies concerning the molecular mechanisms controlling gene expression in mTEC cells upon interaction with thymocytes, as well as the fine-tuning of NS. Finally, considering that mTEC cells are an important target in donor T cell alloimmunity, there is significant implication of these results for further studies of transcriptional expression in the thymus during onset of graft-vs-host-disease (59–61).

## Ethics Statement

Local Animal Ethical Committee of the Ribeirão Preto Medical School, University of São Paulo, Ribeirão Preto Campus, Brazil (permit Number 006/2016-1).

## Author Contributions

CS-H: conceived and performed all the experiments, transfected mTEC cells with Crispr-Cas9 vector, analyzed the mutant mTEC clone, collected, analyzed, and interpreted all data. AA: extracted and analyzed the total RNA samples, analyzed and interpreted the mTEC transcriptome by bioinformatics. RF: transfected mTEC cells with Crispr-Cas9 vector. LC-S: performed the cell adhesion assay. NP and GL: prepared the cell lysate and performed the WB experiments. KB-P: performed the immunofluorescence assays. SG: analyzed and interpreted the mTEC transcriptome by bioinformatics. GP: conceived the study, designed the experiments, decided the Crispr-Cas9 system, interpreted and organized all data, interpreted transcriptome data, and wrote the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Aire Disruption Influences the Medullary Thymic Epithelial Cell Transcriptome and Interaction With Thymocytes
**Source:** Front Immunol. 2018 May 7;9:964. doi: 10.3389/fimmu.2018.00964
**Supplement:** Table S1 — Molecular characterization of the Aire exon 3, mTEC 3.10E6 mutant clone through Sanger DNA sequencing and Provean protein sequence analysis. GenBank NCBI accession numbers: Aire mutant allele 1 (MG493266), Aire mutant allele 2 (MG493265).

| Clone   | Allele   | Mutation  | Position (mRNA) | Type         | Frameshift mutation                      | Effect on Protein        | Biological Effect |
|---------|----------|-----------|-----------------|--------------|------------------------------------------|--------------------------|-------------------|
| mTEC E6 | Allele 1 | T > G     | 351             | Substitution | No                                       | L118L                    | Silent Mutation   |
|         |          | GCTGGTCCC | 352-360         | Deletion     | No                                       | ΔAGP (119-120)           | Deleterious       |
|         | Allele 2 | G         | 352             | Deletion     | Yes (Stop codon TGA in position 474-476) | Truncated Protein 158 aa | Deleterious       |

How the deposited data were processed for this re-analysis (not part of the article)

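The deposited data are RNA-Seq libraries of the WT mTEC line and of the mutant clone, called E6 as in the sample labels, each before and after thymocyte adhesion, with 2 libraries per condition and 8 in all. The authors sequenced paired-end reads, aligned them to mm10 with STAR 2.5 and deposited for each library the count of reads on each gene from HTSeq, without normalization. The paper's text does not name the gene annotation or the strand setting of the counting. Each library holds 24052 gene symbols, 15836 of which had at least 1 count in some library. In replicate 1 of E6 before adhesion, 18 gene symbols had been turned into dates and were restored from the gene order, which was the same in all libraries. Samples were grouped by the cell type and the co-culture given in their titles and source names. The protocol text of the E6 samples before adhesion mentions co-culture with thymocytes, against their titles and source names.

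Between 13506610 and 20145154 counts per library fell on genes, with a median of 16312268.5. At this depth, 3 counts correspond to 0.149 to 0.222 CPM, and such floors cover counting error only, since the reads carry no molecular identifiers. Gene positions, GC content and transcript length were taken from GENCODE vM21 on GRCm38. Of the symbols, 22748 matched a gene there directly, 935 through an older symbol and 369 not at all. GC content and length were known for 11605 of the 11672 tested genes (99.4%).

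Counts were analysed with R 4.3.3 and edgeR 4.0.16. Genes were kept by filterByExpr with the 4 conditions as groups, libraries were scaled by the TMM method, with factors from 0.9377 to 1.0275, and a quasi-likelihood model with 1 mean per condition was fitted to the 8 libraries. The contrasts were E6 against WT averaged over both conditions, before adhesion and after adhesion, after against before adhesion in WT, in E6 and averaged, and the difference of the adhesion effects. DE mRNAs had a Benjamini-Hochberg FDR under 0.05 and an FC of at least 1.5 as a point estimate. Log2 CPM used a prior count of 2. Standard errors are of the log2 FC and were derived from the test, as its absolute value divided by the square root of the F statistic. They were not estimated separately and may understate the error of genes with few counts. Sample distances were Euclidean with complete linkage over the tested genes. Family shares were compared by Fisher's exact test, two-sided, with all other tested genes as the background. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 read the counts, matched the sequences and drew the figures.

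The genes named are those that the paper names for these data, *Aire*, the other genes of its RT-qPCR, and in 4 contrasts the 3 DE mRNAs with the largest rise and the 3 with the largest fall. These 4 were the averaged contrast of the cell types, adhesion in WT, adhesion in E6 and the difference of the adhesion effects. The 3 had to have a mean log2 CPM of at least 1 and, except for the difference, no overlap between the libraries of the arms compared. No mRNA qualified for adhesion in WT or for the difference. Marker genes of thymocytes and the genes of the families and of chromosome Y were listed before the counts were seen.

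The alternatives set beforehand were RLE size factors, DESeq2 1.42.0 with its Wald test (the paper's tool), no filter on low counts, the replicate numbers as a replicate block, no FC limit, only the 4 libraries compared, each library left out in turn, other models of the same contrast, and for the distances another measure, variance-stabilized values or the 500 most variable genes. Alternatives chosen after seeing the data were a correction of each library for GC content, by a lowess curve with a span of 0.3 drawn with limma 3.58.1, alone or with the replicate block, and a minimum of 1 CPM before adhesion. GC content, length and chromosome medians were computed over genes with a mean log2 CPM of at least 2, and along chromosomes in windows of 10 Mb with at least 10 genes.

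The procedure was tested on simulated counts drawn from the means of the real libraries, with 200 changed genes. Averaged over 4 libraries against 4, it recovered 100% of the 4-fold changes and 98% of the 2-fold changes. With 2 libraries against 2 it recovered 77% of the 2-fold changes, with a GC bias added to 1 library 45%, and with the GC correction 78%. False calls were 1 of 199 in the averaged contrast and 11 of 188 with 2 libraries against 2. They were 4 of 149 with the GC bias and 16 of 194 with the GC correction. The changed genes were drawn only from well-counted genes, and the added GC bias was steeper than that of the real library. The noise of a gene was the same in all simulated libraries, unlike in the real WT libraries after adhesion. These rates therefore do not give the recovery for adhesion in WT or for mRNAs with few counts.

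Isoforms, functional categories from DAVID, RT-qPCR, Western blots, immunofluorescence and the adhesion assay were not analysed here. Of 35 thymocyte markers listed, 25 were used here.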

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

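The tests of *Tcf7* and of *Xist* were chosen before the data were examined, as statements of direction whose numerical limits were set later. All other tests in this part were chosen only after the result was seen, and the numerical limits of all tests were set after the data had been explored.

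Replicate 1 of WT after adhesion lay far from the other libraries in 3 of 8 measures of library quality. By chance a measure is picked out with a probability of 0.05, and the measures are not independent. In this library 66.709% of the alignments fell on genes, against 75.7% to 78.8% in the others. Alignments to more than 1 place made up 17.481%, against 11.7% to 12.7%. The slope on GC content was -0.457 log2 units per 10%, against -0.02 to 0.13. It was 76.6 from its replicate in Euclidean distance, while the other replicates were 27.8 to 31.2 apart. A correction for GC content moved this distance to 65.3, so GC content accounts for part of the distance at most. The slope on transcript length was 0.149 log2 units per doubling, against -0.07 to 0.05, so the pattern cannot be told apart from a bias by length. The depth of 15036763 counts lay within the range of the others, as did the share of the counts in the 10 highest genes, 5.595%. Against a mislabelled sample, it lay nearer to WT than to E6 before adhesion in 75.6% of the 1457 mRNAs that were DE between the cell types in the 4 libraries before adhesion, against 91.4% for its replicate. The labels give 12 h of culture for this library and 24 h for its replicate. Culture time differed in the reverse order between the replicates of E6 after adhesion, whose chi-square per degree of freedom was 8.245, against 140 in WT after adhesion. That value cannot exclude an effect of culture time in WT, where time and replicate cannot be told apart. Against a mixture with E6, 5 mRNAs with at least 5 CPM in E6 and under 1 CPM in WT, picked in the libraries before adhesion, reached above WT a median of 4.81% of their level in E6, with quartiles of -1 and 20.4%. *Clip4* and *Chst1* had 3 and 5 counts in this library. Were all of these from E6, its share would be at most 3.88% by *Clip4* and 7.29% by *Chst1*, the upper bounds of exact 95% Poisson intervals, which cover counting error only. The bounds by the other mRNAs picked were higher, 11.7% by *Pvrl3*, 37.7% by *Irf7* and 67.9% by *Pyhin1*. A mixture would raise all of them by the same share, so the lowest bounds limit it. A share of E6 below them is not excluded. The thymocyte markers summed to 26.4 CPM in this library and to 24.3 CPM in its replicate. The labels give no library batch, and a mixture with other cells was not tested. A length bias, culture time, a small share of E6, RNA of other cells and an unrecorded difference in library preparation therefore remain. With the GC correction the number of DE mRNAs after adhesion in WT stayed at 0, with 1196 at an unadjusted p under 0.05, so the GC bias alone does not account for that number.

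The thymocyte markers, a list without *Tcf7* that the paper's RNA-Seq results do not discuss, rose in the co-cultures. Their summed CPM was 25.34 ± 1.49 (SD, n = 2) in WT after adhesion and 133.9 ± 19.4 (SD, n = 2) in E6 after adhesion, against 7.33 ± 0.365 and 9.55 ± 1.99 before adhesion. Of the 25 markers, 15 were higher in each of the 4 co-cultured libraries than in each of the other 4, and *Tcf7* followed the same pattern. RNA from thymocytes left on the mTECs is a candidate explanation for the rise of *Tcf7*. After adhesion the log2 ratio of *Tcf7* between E6 and WT was 2.188, close to the marker median of 2.53 and within the middle 90% of the markers, 1.07 to 3.27, so more thymocyte RNA in the E6 co-cultures may also account for the difference between the cell types. *Xist* could not be used to trace RNA of female cells, since it was already at 607.7 CPM or more in the libraries before adhesion.

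Of the mRNAs that rose with adhesion in E6, leaving the markers out, 170 of 211 (80.6%) had a ratio of rises between E6 and WT within the middle 90% of the markers. The share was 88.5% of the 174 mRNAs under 1 CPM before adhesion and 43.2% of the 37 at 1 CPM or more. Thymocyte RNA is therefore a candidate explanation for most of these rises. The mRNAs had been picked for their rise in E6, which favours high ratios. For *Nfkbia* the ratio was 1.816, below the markers' range of 2.45 to 13.6. With each library left out in turn it ran from 1.19 to 3.55 and lay within the markers' range once, without replicate 2 of WT after adhesion, so the rise of *Nfkbia* cannot be told apart from thymocyte RNA by this test. Library by library, *Nfkbia* did not follow the markers. In replicates 1 and 2 of WT after adhesion it had 46.3 and 103.5 CPM, where the markers summed to 26.4 and 24.3 CPM. In those of E6 after adhesion it had 82.7 and 156 CPM, where they summed to 147.6 and 120.1 CPM. These values argue against thymocyte RNA in proportion to the markers as the only source of the rise. The counts cannot tell transcription in the mTECs from RNA of thymocytes for a single gene.

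The genes *Ddx3y*, *Kdm5d*, *Eif2s3y* and *Uty* of chromosome Y had 0 counts in the 4 libraries before adhesion, and each had counts in all 4 co-cultured libraries. Their summed CPM was 1.167 ± 0.556 (SD, n = 2) in WT after adhesion and 5.173 ± 0.289 (SD, n = 2) in E6 after adhesion. The ratio of the rises was 4.43, within the range of the thymocyte markers. The paper states that thymocytes were taken from female mice. Together the 4 genes had 22 and 16 counts in the WT and 83 and 90 counts in the E6 co-cultures. RNA from cells with a chromosome Y was therefore present in the co-cultured libraries, and the source of these cells was not tested.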

How the results depend on the processing

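The GC corrections and the minimum of 1 CPM before adhesion were chosen only after seeing the data.

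For E6 against WT averaged over conditions, the 1324 DE mRNAs became 2444 without the FC limit and ranged from 671 to 2557 across the 8 fits that each left out one library. Under RLE size factors, DESeq2, no filter, the replicate block, both GC corrections, the additive model and the unions of other contrasts, the number stayed between 1187 and 1542. Before adhesion, the 585 DE mRNAs became 383 with the replicate block, 898 with the GC correction and 1457 from only the 4 libraries compared. After adhesion, the 1040 became 0 from only the 4 libraries compared, with 1828 at an unadjusted p under 0.05, and stayed between 721 and 1390 under the other alternatives.

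For adhesion in WT, the 0 DE mRNAs (873 at an unadjusted p under 0.05) became 59 with DESeq2 and stayed at 0 under the 7 other alternatives, with 238 to 1196 at an unadjusted p under 0.05. For adhesion in E6, the 234 became 132 with the replicate block, 537 from only the 4 libraries compared and 46 with the minimum of 1 CPM. Averaged, the 221 became 139 with the replicate block, 9 with adhesion as the only variable and 55 with the minimum of 1 CPM, and ranged from 39 to 1341 across the fits that each left out one library. The difference of the adhesion effects went from 0 (297 at an unadjusted p under 0.05) to 2 with DESeq2 and stayed at 0 under the other alternatives, with 255 to 431 at an unadjusted p under 0.05. Leaving out a library of a compared condition leaves 1 sample in an arm of the contrasts between 2 conditions. For this difference any library does so. No call was made in these fits, while named genes had calls where a library of another condition was left out.

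The ratio of distances between and within cell types, 1.363, became 1.81 with 1 - Pearson correlation and stayed within 1 SD otherwise, from 1.309 to 1.423 with one library left out. The share of DE mRNAs in the adhesion families kept its direction and its side of the threshold under every alternative run, from 19.3% without the filter to 53.6% at the highest with one library left out.

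The log2 FC of *Nfkbia* between E6 and WT, 0.17, reversed to -0.048 without replicate 1 of WT after adhesion and to -0.09 without replicate 2 of E6 after adhesion, and was 0.53 at the highest across the fits that each left out one library. Neither its value nor the reversed ones passed the FDR limit. Of the 423 values of named genes with a call under the alternatives, 386 kept their direction and side of the threshold, 30 became weaker and 5 stronger, and 2 are the reversed ones. Of the 72 values without a call, 56 moved by less than the spread between replicates and 16 by more. For each of these changes the cause was not tested.

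The depth limits *Aire*, *Fezf2* and *Cd80*, which had at most 4 counts per library, and the mRNAs with 0 counts before adhesion, whose FC has no upper limit.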

Differences from the paper's values

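The paper places the WT and E6 transcriptomes in separate clusters. Here complete linkage on Euclidean distances put replicate 1 of WT after adhesion alone in 1 of 2 clusters and all other libraries in the other. The 2 clusters did not separate the cell types under any alternative run, neither those set before the data were examined nor the GC correction, which was chosen after seeing the values.

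The paper states that the 10 mRNAs of Figure 6B differed in expression, and its legend presents them with adhesion as the variable. Each of the 10 was DE here in at least one of the averaged contrasts, of cell types or of adhesion. *Tcf7* and *Nfkbia* were not DE between the cell types when averaged over conditions (log2 FC 0.44 and 0.17). After adhesion alone, *Tcf7* was DE with a log2 FC of 2.21. With adhesion as the variable, averaged over cell types, *Tcf7*, *Nfkbia* and *Lgals3bp* were DE and the other 7 were not. *Nfkbia* stayed DE in 4 and *Lgals3bp* in 2 of the 8 fits that each left out one library.

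The paper lists selectins among the families with DE mRNAs in the clone. Of the 2 selectins tested, 0 were DE and 0 had an unadjusted p under 0.05, and 0 were DE with RLE size factors, DESeq2, no filter on low counts or the replicate block, set before the data were examined, or with the GC corrections, chosen after seeing the values.

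The paper's methods place the target of the guide at a position of chromosome 10 that lies between exons 13 and 14 of transcript Aire-204. The target sequence itself matched exon 3, from 78042616 to 78042637, which is 11599 bases away.

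The paper numbers the changed amino acids of allele 1 one higher than Aire-204 does. Here the substituted base of allele 1 lies in codon 117, the deleted bases are codons 118 to 120, and the product has 549 amino acids. For allele 2, the TGA stop codon read here in Aire-204 occupies coding bases 475 to 477.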

Other observations

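The tests of a chromosome segment near *Timp3*, of chromosome copy number and of other splits of the libraries were chosen before their results were seen, with the numerical limits set later. The tests of the GC content, the windows and the share of DE mRNAs of chromosomes 5 and 10 were chosen only after the result was seen.

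*Aire* had 3 counts in replicate 2 of WT and of E6 after adhesion and 0 in the other 6 libraries. *Fezf2* had 2 counts in each library of E6 after adhesion and 0 in the other 6. *Cd80* had between 0 and 4 counts in each library. *Hprt*, the reference of the RT-qPCR, had a log2 FC of 0.01 (FDR 0.956) between E6 and WT by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. After against before adhesion, averaged over cell types, its log2 FC was -0.21 (SE 0.08, FDR 0.436 by the same test). Every library after adhesion had less *Hprt* than every library before adhesion. *Cd44* had 482 ± 108 CPM (SD, n = 4) in WT and 805 ± 42.8 CPM (SD, n = 4) in E6, a log2 FC of 0.75 (SE 0.14, FDR 0.0111 by the same test), and was higher in every library of E6 than in every library of WT. It stayed DE in 3 of the 8 fits that each left out one library. In the paper's adhesion assay fewer thymocytes adhered to E6, while the summed CPM of the thymocyte markers after adhesion was 133.9 in E6 and 25.34 in WT.

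Before adhesion, chromosome 5 had a median log2 FC between E6 and WT of 0.347 over 644 genes and chromosome 10 one of -0.33 over 460 genes. After the GC correction the median of chromosome 10 was -0.351. The GC slopes of these 4 libraries lay between -0.02 and 0.11, so the correction had little to remove and the check is weak. Of the 10 Mb windows, 12 of 12 on chromosome 10 had a median below 0 and 14 of 14 on chromosome 5 a median above 0, so a few strongly changed windows do not account for these shifts. A copy number difference of the clone may shift whole chromosomes. The largest shift, 0.347, did not reach the 0.4 set as the prediction for it. That limit was set after the data had been explored and lies close to the shift, so it cannot decide. The pattern cannot be told apart from other differences of the clone. Single windows went past 0.4 in size, down to -0.52 on chromosome 10 and up to 0.46 on chromosome 5. Of the mRNAs DE between the cell types, averaged over conditions, 89.4% were higher in E6 on chromosome 5 and 6.1% on chromosome 10. On chromosome 3 the windows starting at 10, 30 and 40 Mb had medians of -0.50, -0.49 and -0.53, those at 50, 60 and 70 Mb -0.37, -0.39 and -0.27, and those from 80 Mb on between -0.07 and 0.08. No test of a segment of chromosome 3 was run. On these 2 chromosomes 20.5% of the tested mRNAs were DE between the cell types, against 10.2% elsewhere, an odds ratio of 2.261 (95% confidence interval 1.94 to 2.63, Fisher's exact test, two-sided, p = 3.96e-24). For adhesion the odds ratio was 1.07 (95% confidence interval 0.682 to 1.63, Fisher's exact test, two-sided, p = 0.745). Chromosome 3, counted elsewhere, had 21.0% and its own shifted windows, so it is not an unshifted comparison. Chromosomes 5 and 10 had been picked for their shift in the same libraries, so this comparison cannot decide the question. Only one mutant clone was sequenced, so differences due to *Aire* cannot be told apart from other differences of the clone.

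*Timp3* and *Aire* both lie on chromosome 10. A lost segment of this chromosome may lower *Timp3*, but the 131 genes from 76030022 to 88349506 around both had a median log2 FC of -0.286 before adhesion, against -0.34 for the 328 other genes of the chromosome and -5.22 for *Timp3*. The segment was not lower than the rest of the chromosome. *Timp3* kept 131 to 173 counts in the libraries of E6, which argues against a loss of all copies of the gene. Since the whole chromosome was shifted, the low *Timp3* cannot be told apart from a loss smaller than this segment that leaves some *Timp3* transcribed.

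With a model of cell type and adhesion, the real split of the 8 libraries by cell type gave 1542 DE mRNAs. Among the 17 splits that part as many same-numbered pairs, 1 gave as many, the real one, and the other 16 gave 0, with 7 to 2751 mRNAs at an unadjusted p under 0.05 against 4449 in the real split. The 17 splits that part fewer such pairs gave 0 as well, with 9 to 2679. For adhesion the real split gave 245, and 1 of 17 gave as many, again the real one. The other 16 gave 0 DE mRNAs, with 27 to 3281 at an unadjusted p under 0.05 against 1210 in the real split, so some splits exceeded the real one by that measure. Restricted to the 17 comparable splits, the share cannot go under 0.0588, so this test cannot decide. Over all 34 splits run, those that part fewer pairs included, the real one alone gave DE mRNAs.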
